# Molecular processes underlying the floral transition in the soybean shoot apical meristem

**DOI:** 10.1111/j.1365-313X.2008.03730.x

**Published:** 2008-11-27

**Authors:** Chui E Wong, Mohan B Singh, Prem L Bhalla

**Keywords:** floral transition, soybean, shoot apical meristem, hormone, gene expression

## Abstract

The transition to flowering is characterized by a shift of the shoot apical meristem (SAM) from leaf production to the initiation of a floral meristem. The flowering process is of vital importance for agriculture, but the associated events or regulatory pathways in the SAM are not well understood, especially at a system level. To address this issue, we have used a GeneChip® containing 37 744 probe sets to generate a temporal profile of gene expression during the floral initiation process in the SAM of the crop legume, soybean (*Glycine max*). A total of 331 transcripts displayed significant changes in their expression profiles. The *in silico* and RT-PCR analysis on differentially regulated transcripts implies the intriguing involvement of sugar, auxin or abscisic acid (ABA) in events prior to the induction of floral homeotic transcripts. The novel involvement of ABA in the floral transition is further implicated by immunoassay, suggesting an increase in ABA levels in the SAM during this developmental transition. Furthermore, *in situ* localization, together with *in silico* data demonstrating a marked enhancement of abiotic stress-related transcripts, such as trehalose metabolism genes in SAMs, points to an overlap of abiotic stress and floral signalling pathways.

## Introduction

The transition to flowering is a major event in a plant's life that is marked by the switch of the shoot apical meristem (SAM) from leaf production to the initiation of floral organs. Such a developmental transition takes place only when environmental and endogenous factors are most favourable for reproductive success.

One key environmental factor that regulates flowering is the change in day length (photoperiod), as flowering can be controlled by exposure to long days (LDs) or short days (SDs), depending on the plant species (for a review, see Corbesier and Coupland, 2006; Kobayashi and Weigel, 2007). The use of molecular genetic tools in the past decade has dramatically improved our understanding of the molecular aspects associated with the photoperiodic control of flowering time. Studies in the facultative long day (LD) model plant*Arabidopsis thaliana* have revealed that key elements of the LD pathway include light perception and clock components (Corbesier and Coupland, 2006; Imaizumi and Kay, 2006). The interaction of these two components ultimately leads to the circadian rhythm of *CONSTANS* (*CO*) expression, which in turn activates the expression of *FLOWERING LOCUS T* (*FT*): all of this takes place in the leaves. The FT protein has recently been proposed as the much sought-after long-distance signal that travels to the SAM to initiate flowering (Corbesier *et al.*, 2007) by activating the floral meristem identity gene *APETALA1* (*AP1*), together with a bZIP transcription factor (An *et al.*, 2004; Abe *et al.*, 2005). In addition to the LD pathway, other pathways, such as the vernalization or autonomous pathways, are also well characterized in Arabidopsis. Genes such as *LEAFY* (*LFY*), *FT* and *SUPPRESSOR OF CONSTANS1* (*SOC1*) have been identified to be at the junction that integrates inputs from different floral pathways, and conveys the resulting outcome to floral meristem identity genes at the SAM (Parcy, 2005).

Whereas much of our current understanding of the different flowering pathways is derived from the molecular genetic approach focused mostly on Arabidopsis, physiologists were the first to investigate the control of flowering using a variety of plant species (Kobayashi and Weigel, 2007). For example, it was through the grafting experiments performed on several photoperiodic species that the hypothesis of flowering signal(s) transmitted from the leaves to the SAM to initiate flowering was first conceived.

Meanwhile, counterparts of the Arabidopsis flowering-time genes and their targets have been found in a number of other plant species. Although the functional conservation of these orthologs has been demonstrated, there are some intriguing variations on the Arabidopsis theme. For example, the poplar *FLOWERING LOCUS T2* (*FT2*) gene, a relative of the Arabidopsis flowering-time gene *FT*, is not only a part of the flower initiation pathway in poplar, but also plays an additional role in regulating seasonal flower initiation that is integrated with the poplar perennial growth habit (Hsu *et al.*, 2006). Mutant-based functional analyses in pea have shown that the *LFY* ortholog, in addition to its role in floral initiation as reported in Arabidopsis, also plays a part in leaf development, a function not described in Arabidopsis (Hofer *et al.*, 1997). All of these examples demonstrate the ways in which similar basic mechanisms might be adapted to produce the great diversity of plant growth habit.

The flowering process is of vital importance for agriculture and breeding because of its central role in determining crop yield. However, the molecular control of flowering remains very much unknown in the agriculturally and economically important legume species soybean (*Glycine max*). Soybean is one of the world's most important crops, being responsible for 55% of the worldwide oilseed production. The translation of fundamental plant molecular biology knowledge obtained using the model plant Arabidopsis to corresponding processes in legume crop plants remains a challenge, because legume plants display unique vegetative and floral developmental complexities. Both soybean and Arabidopsis are proposed to have diverged from a common ancestor 92 million years ago (Zhu *et al.* 2003). Investigations on gene networks associated with the floral transition in crop legumes such as soybean, and their comparison with the existing knowledge in the model plant Arabidopsis, will not only allow for the identification of evolutionarily conserved processes controlling the floral transition, but will also identify the processes that have undergone independent variation and selection during ∼92 million years of divergent speciation. Soybean in particular offers a quite interesting case because of the availability of individual genotypes that show variability in the photoperiod (and/or temperature) stimulus requirements for the initiation of flowering. Whether the basic flowering pathways revealed from studies in Arabidopsis are conserved in soybean, how the regulation is modified to adjust to the growth habit of a vernalization-unresponsive SD species such as soybean (Summerfield and Roberts, 1983), and what the key to the different maturity groupings in soybean might be remain to be determined.

The current understanding of floral pathways is incomplete, and, as pointed out by Corbesier and Coupland (2006), there is a lack of biochemical components in the pathways. By using other plant species, such as soybean, as model systems to study the flowering process, novel components or networks could be uncovered. Unlike Arabidopsis, soybean floral meristems can revert to leaf production when environmental growth conditions are switched from SDs to LDs (Washburn and Thomas, 2000), and soybean also has a flower development system in which more than one type of organ is initiated at the same time (Tucker, 2003). Information gained from the investigation of the molecular process associated with the floral transition process in soybean will provide a basis to explore these differences in plant development.

We are interested in identifying the molecular events taking place in the soybean terminal shoot apex that leads to the conversion of the SAM into an inflorescence meristem, and the initiation of the floral meristem as a result of an SD photoperiod. Here, we have used a soybean GeneChip® containing 37 744 *G. max* probe sets to study changes in gene expression occurring in the SAM when it converts from a vegetative meristem into an inflorescence meristem. To this end, we isolated RNA from microdissected soybean SAMs at various time points after plants were shifted from non-flowering to flowering-inducing SD growth conditions. We can thus expect to uncover genes that distinguish the SAM before and after floral induction, and genes that are responsible for the initiation of a floral meristem, as well as any potential biochemical processes taking place in the SAM that may account for this switch in the soybean developmental program.

## Results and discussion

### Effect of SD treatment on soybean SAM

Soybean is a preferential SD plant, i.e. SD growth conditions promote flowering, whereas LD photoperiods prolong vegetative growth (Thomas and Raper, 1983). The cultivar of soybean used in this study is determinate, terminating vegetative activity when the SAM becomes inflorescent. To evoke the floral initiation process in the SAM, soybean plants were grown from seeds under glasshouse conditions (LD photoperiod) for 10 days before shifting to an SD growth chamber (see Experimental procedures). Scanning electron microscopy was then performed on microdissected shoot apices to monitor the morphological changes happening at the SAM in response to different lengths of SD treatment (Figure 1).

**Figure 1:**
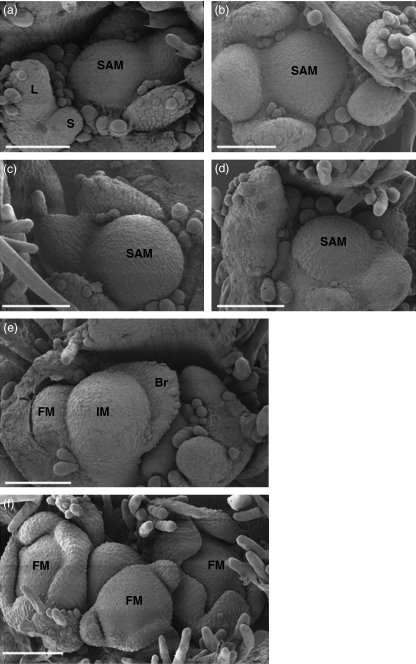
The development of soybean apical meristem. (a, d) Shoot apical meristems of plants grown for 10 (a) or 17 (d) days under long-day conditions with trifoliolate leaves (L) and subtending stipules (S). (b, c, e, f) Micrographs of 10-day-old meristems after experiencing 2 (b; polar view), 4 (c), 6 (e) or 10 (f) short-day cycles, as outlined in the Experimetal procedures. Abbreviations: Br, bract; FM, floral meristem; IM, inflorescent meristem; SAM, shoot apical meristem. Scale bars: 100 μm.

On day 10 (0 SD), the SAM is in the vegetative stage of development, with a dome-shaped vegetative apical meristem initiating trifoliolate leaf primordia on its flanks (Figure 1a). After experiencing 2 or 4 SDs the SAMs remain quite similar in their morphology to that at 0 SD, with SAMs at 4 SDs appearing rounder and fuller (Figure 1b,c). Although it was clear that plants had shifted to the reproductive phase of growth after 6 SDs, with the appearance of the first bract of the terminal floral raceme and a floral meristem (Figure 1e), plants of the same age but grown continuously under glasshouse conditions remain vegetative (Figure 1d). Another SEM taken of the SAM after 10 SDs illustrates the continued development of the floral primordium, with a progressively increased number of organ whorls (Figure 1f). Therefore, under our experimental conditions, when plants grown under glasshouse conditions (10-day-old plants) are shifted to an SD growth chamber, the transformation of the SAM from its vegetative stage to the reproductive stage of development is evident morphologically after 6 SDs. We thus decided to use this time point as the end point for our time course experiment, as our primary interest is to map the initial molecular events in the SAM leading to the floral evocation process.

### Identification of differentially expressed transcripts during floral induction

We used the soybean GeneChip® system to monitor the gene expression changes taking place in the SAM during the switch from the vegetative to the reproductive phase of development. RNA was isolated from microdissected soybean SAMs from plants at 10-days old (0 SD), and after 1, 2, 4 or 6 SDs. 

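The array data cover 10 hybridizations of the Affymetrix Soybean GeneChip, on which each transcript is represented by a set of short probes (a probe set). There were 2 biological replicates, from independent tissue collections, at each of 0, 1, 2, 4 and 6 SDs. The plants at 0 SD were 10 days old and came from the glasshouse, and those of the later time points had been shifted to a growth chamber with 10 h of light at 24°C. No array from plants kept in long days in the growth chamber is among the data. In each comparison with 0 SD, the short days, the move to the chamber and the greater age of the plants are therefore not separated. The paper gives approximately 80 SAMs per time point, whereas the sample labels give approximately 70; both give 3 μg of total RNA per array. The values are the authors' RMA estimates on the log2 scale, in which the arrays were background-corrected, brought to a common distribution and summarized per probe set, for 37593 soybean probe sets. The mean of the 2 arrays per time point matched the 1655 values of Table S1 to within 4.99e-05, which ties each array to its time point. The present and absent calls on which the paper filtered are not among the data, so a probe set was tested if its value exceeded the median of the soybean probe sets in at least 2 arrays, which kept 20366. Changes against 0 SD were estimated with limma, which shares the spread between probe sets, with 5 residual degrees of freedom from the arrays, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Probe sets are said to have risen or fallen where the adjusted p was under 0.05. A change over the whole time course was tested by limma's moderated F on a cubic polynomial in the number of SDs. Levels are given as mean ± standard deviation of 2 arrays, and the number of arrays limits the precision: the median standard error of a log2 change was 0.178. The median log2 change of the 20366 probe sets was −0.04 at 1 SD, −0.019 at 2 SD, −0.015 at 4 SD and −0.129 at 6 SD. At 6 SD, replicate 2 had a narrower spread of intensities than the other 9 arrays, with an interquartile range of 3.60 on the log2 scale against 3.94 to 4.02. Calls that ended when 1 of the 10 arrays was left out are named beside the gene. A pass gained by leaving out 1 array of the tested time point rests on the array left, without the spread between the 2. A probe set that was bright at 1 time point alone was not tested when an array of that time point was left out.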

Whereas only dome-shaped SAMs were dissected for 0, 1, 2 and 4 SDs time points, the newly converted inflorescence meristem and the adjacent floral meristem were collected for the 6-SDs time point, in order to capture transcripts that are essential in establishing the floral meristem.

Raw intensity data from microarray hybridizations were normalized using the Robust Multiarray Averaging method implemented in AffyLimmaGUI (Wettenhall and Smyth, 2004). A methodology called Microarray Significant Profiles (maSigPro) was then used to identify transcripts with significantly different expression profiles in the time-course experiment (Conesa *et al.*, 2006; see Experimental procedures. Unlike statistical methods that focus on pairwise comparison, maSigPro does not evaluate differences between time points, but instead considers the expression profiles across the complete time course, and determines if the corresponding profile for a particular transcript is changing significantly, and hence is effective in capturing the dynamic nature of time-course data (Conesa *et al.*, 2006).

Using maSigPro implemented in R, a total of 331 transcripts were detected to have significant changes (adjusted *P* < 0.05) in their expression profiles throughout the time course investigated (Table S1). 

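Transcripts of MADS-box factors and of auxin-related, calcium signalling and cell wall proteins are among those of Table S1 that rose or fell by 6 SD. Table S1 holds 9 probe sets with MADS-box in their annotation, of which 8 were bright enough to test. Of these, 7 were higher at 6 SD than at 0 SD and 1, SVP, was lower. Of 9 auxin-related probe sets, 6 rose and 3 fell by 6 SD. Calmodulin-binding and other calcium signalling proteins were represented by 6 probe sets, of which 5 rose and 1 fell, and cell wall proteins by 6, of which 3 rose and 3 fell. Of 7 receptor-like kinases, 5 rose and 2 did not pass the test. The members were found by words in the annotation of Table S1, which the study selected on these arrays, so that their directions are not independent evidence. Over the 5 time points, 875 of 20366 probe sets changed by the profile test, of which 589 were higher and 286 lower at 6 SD than at 0 SD. All 331 probe sets of Table S1 are on the array; 268 were bright enough to test, 263 of them changed, and all 268 did when adjusted over the list alone. The count of 875 became 366 with time point as a factor, 134 with an ordinary regression F test on the cubic model and 363 with that test on the quadratic or cubic model. It was 424 without 0 SD replicate 1, 371 and 526 without 1 SD replicate 1 and replicate 2, 424 without 2 SD replicate 1, 2520 without 6 SD replicate 1 and 535 without 6 SD replicate 2, where 155 of the Table S1 probe sets still passed.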

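The clusters of falling transcripts came back nearly whole, and those of rising transcripts to differing degrees. The profiles of Table S1 were grouped anew by k-means into 10 groups, on the differences in mean log2 value between consecutive time points and from 100 random starts. All 4 members of cluster 10, which hold an early nodulin-related and a hypoxia-responsive transcript, formed a group of their own. Cluster 9, which holds SVP and isoflavone synthase IFS1, shared 26 members with a group of 27 (Jaccard index 0.96), and cluster 1 shared 62 of its 63 with a group of 64 (0.95). Of the 12 members of cluster 7, among them the SEP1 transcripts, 9 formed a group (0.75). Cluster 4, with the MADS-box factors, had 6 of its 9 members in a group of 14 (0.35), and cluster 5, with NCED1, had 13 of 29 in a group of 77 (0.16). All 3 members of cluster 3 lay in a group of 6 (0.5), 55 of 56 of cluster 2 in a group of 90 (0.6), 46 of 78 of cluster 6 in a group of 77 (0.42) and 25 of 51 of cluster 8 in a group of 37 (0.4). The adjusted Rand index over the 10 clusters, which is 1 for the same grouping and near 0 for unrelated ones, was 0.55. It was 0.228 when each profile was scaled to unit length and 0.234 on z-scores.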

The 331 transcripts were subsequently clustered according to the pattern of their temporal change in the expression profile into 10 clusters using k-means clustering. 

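By 6 SD, transcripts of MADS-box factors, of enzymes of trehalose and jasmonate metabolism and of MYB78 stood higher than at 0 SD, and those of SVP, IFS1 and a glycosyl hydrolase stood lower. MYB78, a transcription factor of cluster 8, went from 5.59 ± 0.22 at 0 SD to 9.61 ± 0.68 at 6 SD, a log2 change of 4.02 (standard error 0.33, adjusted p = 0.00121). The 51 members of cluster 8 had a mean log2 change of 2.27 (standard deviation over members 0.66); 36 of the 37 tested had risen at 6 SD. In clusters 2–8 of Table S1, 237 of 238 probe sets were higher at 6 SD than at 0 SD, and 180 of the 192 tested rose. The 1 exception, named after its values were seen, was a GTP-binding family protein in cluster 6, with a difference of −0.78. In clusters 1, 9 and 10, all 93 were lower, and 75 of the 76 tested fell. The paper selected and grouped these probe sets on the same arrays. Directions and calls within the clusters, here and below, are therefore not independent evidence. Among all 20366 probe sets, 747 rose and 568 fell at 6 SD. These counts were 168 and 48 without 0 SD replicate 1, 427 and 136 without 0 SD replicate 2, 481 and 228 without 1 SD replicate 1, and 479 and 228 without 1 SD replicate 2. The 568 falls became 275 and 273 without 4 SD replicate 1 and replicate 2, 2802 without 6 SD replicate 1 and 279 without 6 SD replicate 2, and the 180 rises in Table S1 became 89 without 0 SD replicate 1 and 116 without 6 SD replicate 2, the 75 falls 27 and 43 without 0 SD replicate 1 and replicate 2.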

The resulting clusters contained transcripts that displayed overall trends of either increased (Figure 2, clusters 2–8) or decreased (Figure 2, clusters 1, 9 and 10) gene expression over the time course of the study. 

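The widest changes were those of cluster 4, in which floral MADS-box factors stand beside an ABA-responsive element-binding factor and a phosphorelay mediator. Taking for each probe set the highest over the lowest of its 5 time-point means, the median of the 9 members of cluster 4 was 32.6-fold, and AP1 had the largest range of all the probe sets in Table S1, 197-fold. Cluster 7 followed with a median of 14.3-fold over 12 members and cluster 10, whose members fell, with 10.1-fold over 4. The medians were 5.52-fold in cluster 8, 4.60-fold in cluster 3 and 4.12-fold in both cluster 5 and cluster 9. Cluster 6 had 2.43-fold, cluster 1 had 2.16-fold and cluster 2 had 1.89-fold. These are ranges of means of 2 arrays each, and no test was made of the differences between clusters. The widest ranges had dim low ends: a mean of 5.38 at 0 SD in cluster 4, 5.08 at 6 SD in cluster 10 and 4.65 for AP1 at 1 SD. The 25th percentiles of the 10 arrays were 5.13 to 5.38. Such folds depend on how the lowest values are estimated.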

The former set contained a total of 237 transcripts, with members in cluster 4 (Figure 2) displaying the highest -fold changes in gene expression levels. We performed reverse transcription (RT)-PCR analysis on 27 selected genes representative of the 10 clusters to check the validity of the microarray analysis (Figure 3). 

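Actin, a cytoskeletal protein, was measured by 7 control probe sets on the array. The one from the middle of the transcript (AFFX-Gm_Actin_M_at) lay between 9.79 and 10.59 over the 10 arrays, a 1.74-fold range. Its lowest value was that of 6 SD replicate 2, and its log2 change at 6 SD was −0.52 (standard error 0.21, adjusted p = 0.374 over the control probe sets). None of its time points differed from 0 SD by limma. A second set of actin probes, AFFX-r2-Gma-actin-3_at, lay between 12.08 and 12.33, a 1.19-fold range and the smallest of the 7. The other 5 had ranges of 1.51-fold to 1.96-fold. Of the tested soybean probe sets, 59.9% had a smaller range over the 10 arrays than AFFX-Gm_Actin_M_at and 2.50% a smaller one than AFFX-r2-Gma-actin-3_at, against 38.5% to 72.8% for the other 5.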

The soybean actin gene (AFFX-GM_ACTIN_M_AT) has similar intensity values across all data sets, and therefore was used as an internal control. 

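Among the selected transcripts, those of the rising clusters included a Dof zinc finger factor, a glycine-rich RNA-binding protein and a regulator of chromosome condensation. On the arrays, GRP7 (cluster 7) went from 7.99 ± 0.27 at 0 SD to 11.83 ± 0.43 at 6 SD, a log2 change of 3.84 (standard error 0.34, adjusted p = 0.00161). The Dof factor (cluster 5) rose by 2.75 (standard error 0.27, adjusted p = 0.00219). The RCC1 family transcript (cluster 2) was already higher at 4 SD, by 1.92 (standard error 0.21, adjusted p = 0.0251), and by 1.58 at 6 SD (adjusted p = 0.00644). Of the falling transcripts, ETO1, related to a regulator of ethylene synthesis, fell by 1.85 at 6 SD (standard error 0.14, adjusted p = 0.000995). A bZIP factor fell by 1.95 (standard error 0.27, adjusted p = 0.00781) and AMP1 by 0.80 (standard error 0.15, adjusted p = 0.023). INCOMPOSITA stood higher at 2 SD by 1.18 (adjusted p = 0.0426) and fell by 1.12 at 6 SD (adjusted p = 0.00696). The calls of the bZIP factor and of INCOMPOSITA at 6 SD ended without 0 SD replicate 1, and that of AMP1 without either 0 SD array or 6 SD replicate 2. The call of RCC1 at 4 SD ended without 0 SD replicate 1 or any array of 1, 2 or 4 SD, and that of INCOMPOSITA at 2 SD without any array of 0, 1, 2 or 4 SD and with no filter on brightness (adjusted p = 0.0556).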

In all cases, the expression profiles obtained by RT-PCR were generally in agreement with those provided by the microarray analysis.

**Figure 2:**
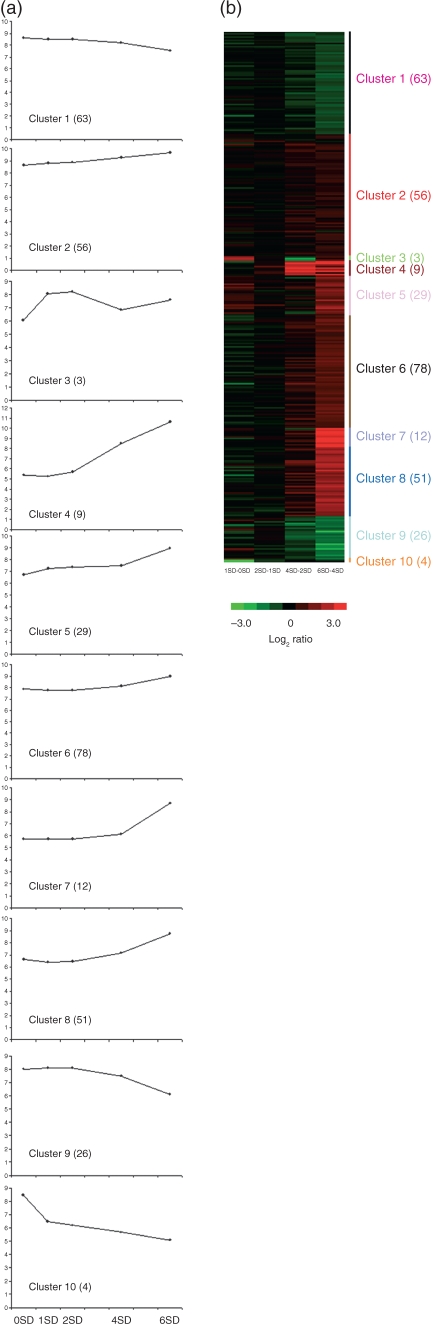
(a) Clustering analysis of 331 transcripts with significant expression profile changes across the time points investigated. The transcripts were classified based on the similarity of their expression profiles using the k-means clustering technique implemented in Cluster 3.0. The *x*-axis indicates the time points at which the shoot apical meristems (SAMs) were dissected following 0, 1, 2, 4 and 6 short days (SDs), whereas the *y*-axis represents the average values of the normalized and log_2_ transformed signal intensity values of the transcripts in the cluster. The total number of transcripts in each cluster is indicated in parentheses. (b) Heat map representing the expression changes for transcripts with differential expression profiles throughout the time points under study.

**Figure 3:**
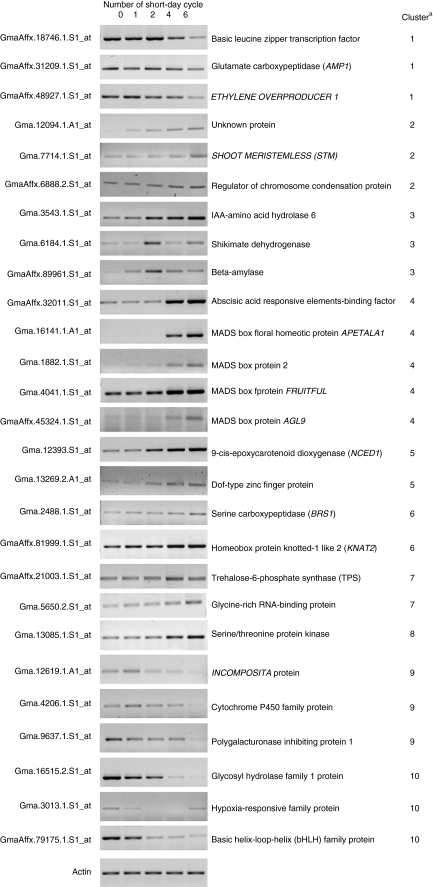
RT-PCR analysis of selected transcripts. RT-PCR analysis was carried out under linear amplification conditions. A transcript annotated as the *actin* gene was used as an internal control. ^a^Clustering was performed using k-means clustering, as described in the Experimental procedures, and the corresponding profile is shown in Figure 2.

### Transcripts with an increasing trend of expression during floral initiation

#### Induction of putative floral homeotic transcripts

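Besides the MADS-box factors, cluster 4 holds an ABA-responsive element-binding factor, a two-component phosphorelay mediator and a transcript with no match to a known protein, so that 6 of its 9 members are MADS-box factors by the annotation. Among these 6, a pair are near relatives of AP1 by name: AP1A, listed as MADS box protein 2, and the MADS-box protein matched to AT1G26310. AP1A went from 4.27 ± 0.09 at 0 SD to 6.94 ± 0.66 at 4 SD and 8.77 ± 0.04 at 6 SD. Its log2 change was 2.67 at 4 SD (standard error 0.26, adjusted p = 0.0118) and 4.51 at 6 SD (adjusted p = 0.000321). The transcript matched to AT1G26310 rose by 2.99 at 4 SD (standard error 0.20, adjusted p = 0.00311) and by 3.51 at 6 SD (adjusted p = 0.000321). MADS box protein M3 had a log2 change of 3.97 at 4 SD that did not pass the test (standard error 0.56, adjusted p = 0.0977), with replicates of 8.36 ± 1.52, and rose by 6.56 at 6 SD (adjusted p = 0.00152). It did pass at 4 SD without 4 SD replicate 1 or without 4 SD replicate 2, but such a fit drops the spread between these replicates. All 9 members of the cluster had risen at 6 SD and 4 of them at 4 SD, and none differed from 0 SD at 1 or 2 SD. The call of AP1A at 4 SD ended without either array of 0 SD or of 1 SD, and with an intensity trend and robust prior (adjusted p = 0.0808).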

Two thirds of the sequences in cluster 4 are predicted to encode various members of the MADS-box family of transcription factors (Table S1). Among them are *FRUITFUL* (Gma.4041.1.S1_at), *AP1* (Gma.16141.1.A1_at) and *SEPALLATA3* (*SEP3*; GmaAffx.45324.1.S1_at), which were induced drastically after 4 SDs (Figure 2). 

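FRUITFUL, a MADS-box factor of inflorescence identity in Arabidopsis, stood at 6.03 ± 0.19 at 0 SD, 6.20 ± 0.01 at 1 SD, 7.28 ± 0.43 at 2 SD, 9.77 ± 0.48 at 4 SD and 10.64 ± 0.15 at 6 SD. It was 13.3-fold higher at 4 SD than at 0 SD, a log2 change of 3.74 (standard error 0.26, adjusted p = 0.00311), and 24.4-fold higher at 6 SD. AP1, a floral meristem identity factor, stood at 4.89 ± 0.12 at 0 SD, 9.25 ± 1.30 at 4 SD and 12.28 ± 0.46 at 6 SD. It was 20.6-fold higher at 4 SD (log2 change 4.37, standard error 0.50, adjusted p = 0.0303) and 168-fold higher at 6 SD (log2 change 7.39, adjusted p = 0.000662). SEP3, a factor of floral organ identity, stood at 3.98 ± 0.01 at 0 SD and 7.37 ± 1.90 at 4 SD, a log2 change of 3.39 that did not pass the test (standard error 0.69, adjusted p = 0.252), and rose by 6.63 at 6 SD (adjusted p = 0.00305). None of the 3 differed from 0 SD at 1 or 2 SD by limma. The difference between 6 and 4 SD was 3.02 for AP1 (adjusted p = 0.0522) and 0.87 for FRUITFUL (adjusted p = 0.207). The call of AP1 at 4 SD ended when any 1 array of 0, 1 or 2 SD was left out. Without 4 SD replicate 1, the log2 change of SEP3 at 4 SD was 4.74. That fit rests on the 1 array left there and drops the spread between the replicates.

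**Figure D1:**
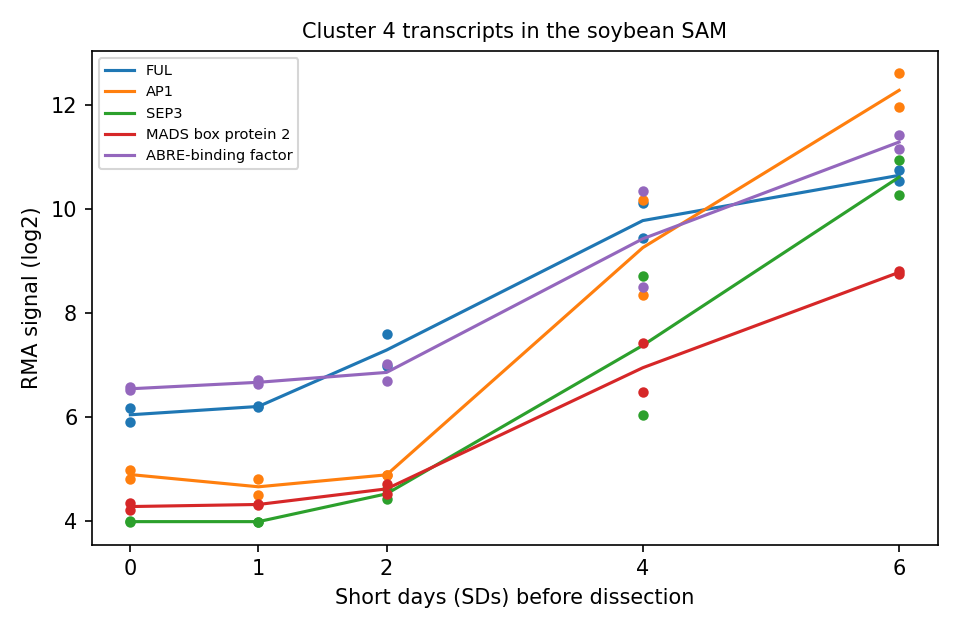
Log2 RMA value (vertical axis) of 5 transcripts of cluster 4 against the number of short days (horizontal axis). Points are single arrays and lines join the means of the 2 replicates; FRUITFUL and AP1 stand higher at 4 SD than at 0 SD, and the replicates of SEP3 at 4 SD lie far apart (standard deviation 1.90).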

Similar genes in Arabidopsis are established as floral meristem identity genes, and play important roles in promoting either floral organ formation or inflorescent commitment in floral meristems (Ng and Yanofsky, 2001; Yu *et al.*, 2004). The identified induction of these transcripts in the soybean SAM after 4 SDs reveals that the transition of the soybean SAM to reproductive development has taken place at this particular time point. This also lends further support to the potential of our study to distinguish early molecular events taking place in the SAM that contribute to the progression from the vegetative stage to the inflorescent meristem.

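In the arrays, the 9 members of cluster 4 had a mean log2 change of −0.13 at 1 SD, 0.31 at 2 SD, 3.09 at 4 SD and 5.23 at 6 SD (standard deviations over members 0.34, 0.53, 0.92 and 1.31). From the rise of FRUITFUL, AP1 and SEP3 after 4 SDs, and from the known roles of similar Arabidopsis genes in floral meristem identity, the paper concludes that the SAM had passed to reproductive development by 4 SDs. It sees in this a sign that the study can tell early events in the SAM from later ones. The paper takes the rise of the ABA synthesis gene NCED1, together with its measurement of ABA in dissected SAMs, as correlative evidence for a role of ABA.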

To reveal the spatial expression patterns and to assess the possible conserved function of MADS-box floral genes in soybean, we performed *in situ* hybridization for three selected genes. A robust *AP1*-related signal was apparent in the incipient floral primordia at the floral development stage, with expression of *AP1* throughout the newly emerged floral meristem (Figure 4a–c). Intriguingly, some signal was also observed at the inflorescent meristem after 6 SDs (Figure 4c), which has not been reported in Arabidopsis (Mandel *et al.*, 1992). This probably reflects some divergence of function of *AP1* in soybean. Unfortunately, the accumulation of the other two transcripts after 4 SDs was only detectable by RT-PCR analysis (Figure 3), and not *in situ* (Figure 4d,f). Faint signals associated with these two genes were observed after 6 SDs throughout the inflorescent meristem (Figure 4e,g).

**Figure 4:**
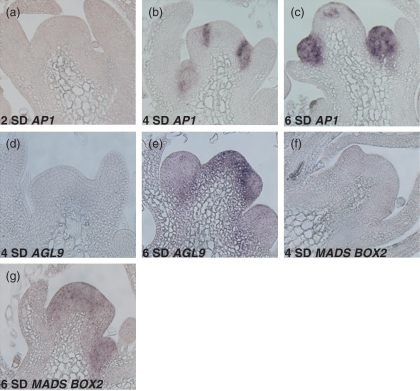
*In situ*localization of putative floral homeotic transcripts in the soybean shoot apices. (a–c) Expression of *APETALA 1* (*AP1*; Gma.16141.1.A_at) was detected after 4 short days (SDs) in the outer region of the shoot apical meristem (SAM), from which the floral primordia eventually emerge. After 6 SDs, a signal was observed in the inflorescent meristem and two adjacent floral meristems. (d, e) Expression of a transcript encoding the MADS-box protein AGL9 (GmaAffx.45324.1.S1_at) was detected after 6 SDs in the main SAM with floral primordia. (f, g) Expression of a putative *MADS BOX 2* gene (Gma.1882.1.S1_at) in the SAM with floral primordia after six SDs. All are longitudinal sections of paraffin-embedded shoot apices probed with the antisense strand of digoxigenin-labelled RNA.

#### Events potentially driving the floral initiation process at the SAM

Clusters 3 and 5 contain transcripts with gene expression induced prior to that of the floral meristem identity genes, i.e. between 0 and 2 SDs. 

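In cluster 3, both tested members, an IAA-amino acid hydrolase and a shikimate dehydrogenase, were higher than at 0 SD already at 1 SD and at 2 SD. The mean log2 change of its 3 members was 2.00 at 1 SD, 2.17 at 2 SD, 0.81 at 4 SD and 1.56 at 6 SD (standard deviations over members 0.27, 0.25, 0.53 and 0.67). In cluster 5, the mean over 29 members was 0.57 at 1 SD, 0.67 at 2 SD, 0.81 at 4 SD and 2.23 at 6 SD (standard deviations 0.36, 0.52, 0.73 and 0.73). Of its 22 tested members, 1 had risen at 1 SD, 2 at 2 SD and 2 at 4 SD, and all 22 at 6 SD. The member of cluster 5 that rose at 1 SD was a BTB/POZ domain protein, by 0.94 (standard error 0.13, adjusted p = 0.0398). Its call there ended when any 1 array of 0, 1, 2 or 4 SD was left out, and with no filter on brightness (adjusted p = 0.0572). Over all probe sets, 29 had risen and 5 had fallen at 1 SD; the rises became 1 without 0 SD replicate 1, 46 without 0 SD replicate 2, 0 without either 1 SD array, 13 and 12 without 4 SD replicate 1 and replicate 2, and 101 and 104 without 6 SD replicate 1 and replicate 2, and the falls 0 without 0 SD replicate 1 or either 1 SD array, and 17 and 18 without 6 SD replicate 1 and replicate 2.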

There are three transcripts in cluster 3, and these are annotated as genes encoding indole-3-acetic acid (IAA)-amino acid hydrolase 6 (Gma.3543.1.S1_at), β-amylase (GmaAffx.89961.1.S1_at) or shikimate dehydrogenase (Gma.6184.1.S1_at). 

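Shikimate dehydrogenase, an enzyme of the pathway that leads to aromatic amino acids, was highest at 1 and 2 SD. It stood at 5.26 ± 0.06 at 0 SD, 7.53 ± 0.14 at 1 SD, 7.71 ± 0.12 at 2 SD, 5.75 ± 0.22 at 4 SD and 6.13 ± 0.23 at 6 SD. The log2 change from 0 SD was 2.27 at 1 SD (standard error 0.17, adjusted p = 0.0135) and 2.45 at 2 SD (adjusted p = 0.00629). From 2 to 4 SD it fell by 1.97 (adjusted p = 0.0272). At 6 SD it was still 0.87 above 0 SD (adjusted p = 0.0237). The call at 1 SD ended without 0 SD replicate 1 or either 1 SD array, and that at 2 SD without 0 SD replicate 1 or 2 SD replicate 1. The call at 6 SD ended without any array of 0 or 1 SD, without 6 SD replicate 2, and with an intensity trend and robust prior (adjusted p = 0.0915). The call from 2 to 4 SD ended without any array of 0, 1, 2 or 4 SD, and with the same trend and prior.

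**Figure D2:**
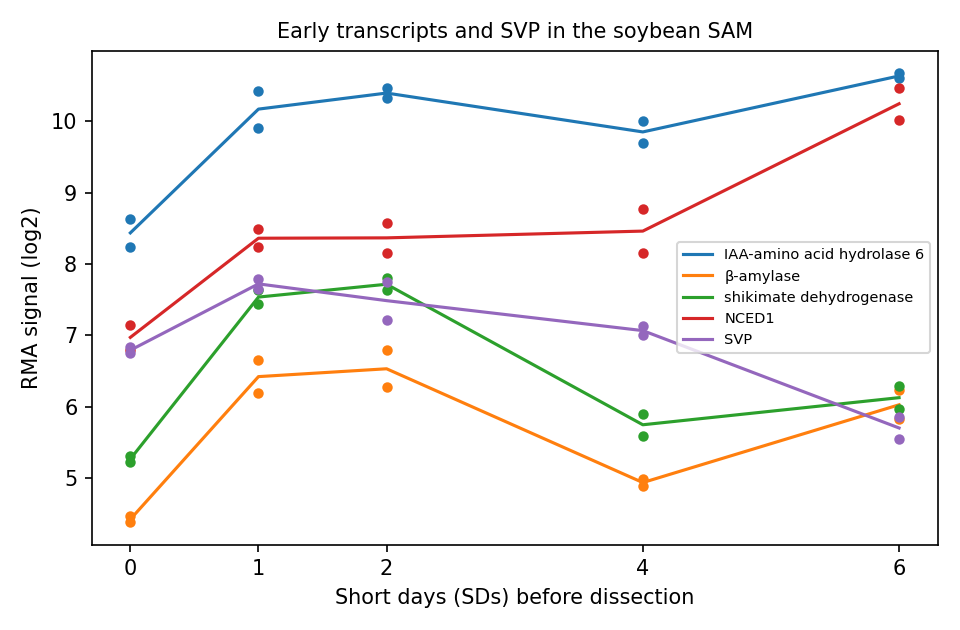
Log2 RMA value (vertical axis) of 5 named transcripts against the number of short days (horizontal axis). Points are single arrays and lines join the means of the 2 replicates; shikimate dehydrogenase is near 7.53 and 7.71 at 1 and 2 SD and near 5.75 at 4 SD.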

Cluster 5 contains 29 transcripts that are predicted to encode a variety of gene products ranging from those that are associated with the phytohormones, auxin, ABA and jasmonic acid, to those that are annotated simply as unknown (Table S1). It is also likely that some important transition events may have occurred between 2 and 4 SDs of treatment, as demonstrated by the marked increase of floral homeotic transcripts in cluster 4.

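In cluster 5, transcripts of jasmonate synthesis had risen at 6 SD, and that of a lipase already at 4 SD. Allene oxide cyclase AOC6 went from 6.64 ± 0.31 at 0 SD to 8.47 ± 0.11 at 6 SD, a log2 change of 1.82 (standard error 0.18, adjusted p = 0.00228). Its changes of 0.44 at 1 SD (adjusted p = 0.634), 0.84 at 2 SD (adjusted p = 0.186) and 0.91 at 4 SD (adjusted p = 0.226) did not pass. CYP74A1, of the family of allene oxide synthases, rose by 2.00 at 6 SD (standard error 0.24, adjusted p = 0.00453), against 0.48 at 1 SD (adjusted p = 0.756). At 4 SD its change of 0.92 did not pass. A lipase class 3 transcript, similar to the Arabidopsis lipase DEFECTIVE IN ANTHER DEHISCENCE1 of jasmonate synthesis, is represented by 2 probe sets. The first rose by 2.53 at 4 SD (standard error 0.24, adjusted p = 0.0118) and 3.36 at 6 SD (adjusted p = 0.000865), and the second by 2.38 at 4 SD (standard error 0.19, adjusted p = 0.00498) and 2.90 at 6 SD (adjusted p = 0.000662). At 2 SD the changes were 1.68 (adjusted p = 0.0795) and 1.29 (adjusted p = 0.0829), and the first passed there without either 4 SD array. MYB175, a MYB factor, rose by 2.09 at 6 SD (standard error 0.21, adjusted p = 0.00278). At 4 SD the call of the first ended without any array of 0 or 1 SD, and that of the second without 0 SD replicate 2.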

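Between 2 and 4 SD, the mean log2 change of the 9 members of cluster 4 was 2.78, and that of cluster 3 was −1.37. A rise within this interval passed the test for 1 probe set, the MADS-box transcript matched to AT1G26310, by 2.23 (standard error 0.20). A fall passed for 1 as well, shikimate dehydrogenase. The call of AT1G26310 ended without any array of 0, 1 or 2 SD or without 4 SD replicate 2, that of the dehydrogenase without any array of 0, 1, 2 or 4 SD, and both with an intensity trend and robust prior. FRUITFUL had a change of 2.49 between these time points (adjusted p = 0.0731), AP1 4.37 (adjusted p = 0.0781) and AP1A 2.33 (adjusted p = 0.0781). Of 20366 probe sets, 1363 had an unadjusted p under 0.05 between 2 and 4 SD. From 1 to 2 SD, none passed by limma and 165 had an unadjusted p under 0.05.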

The differential expression of a putative β-amylase gene (GmaAffx.89961.1.S1_at; cluster 3) is not surprising, as sugar has been suggested to promote the floral transition in many plant species (Bernier *et al.*, 1993; Ohto *et al.*, 2001). 

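The β-amylase transcript, of an enzyme that breaks down starch, was among the dim ones at each time point. It stood at 4.42 ± 0.06 at 0 SD, 6.42 ± 0.32 at 1 SD, 6.53 ± 0.37 at 2 SD, 4.94 ± 0.08 at 4 SD and 6.03 ± 0.29 at 6 SD. The log2 difference from 0 SD was 2.00 at 1 SD, 2.11 at 2 SD, 0.52 at 4 SD and 1.61 at 6 SD (standard error 0.23 each). Its values did not exceed the median of the soybean probe sets in 2 arrays, so it was not among the probe sets tested. With no filter on brightness it passed at 1 SD (adjusted p = 0.0269), 2 SD (adjusted p = 0.0318) and 6 SD (adjusted p = 0.00882), and not at 4 SD (adjusted p = 0.932).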

The corresponding encoded product is probably associated with the mobilization of reserve starch in the SAM, in response to the changes of relative sink strength that favour the floral transition process. Nonetheless, the availability of sugars could also be an important factor in the control of the expression of a variety of genes, as sugars not only serve as a source of carbon and energy, but also have important signalling functions (Rook *et al.*, 2006). The concomitant upregulation of transcripts associated with sugars and ABA is also in line with the finding that signalling pathways mediated by ABA and sugars interact to regulate plant development (Gibson, 2004; Rook *et al.*, 2006).

In plants, IAA is the form of auxin that generates the majority of auxin effects. Factors that influence the steady-state levels of free IAA in plant cells include biosynthesis by the tryptophan-dependent pathway, and reversible conjugation with amino acids. Our study provides correlative evidence for the early presence of IAA in the SAM before the induction of floral homeotic transcripts. The induction of a putative IAA-amino acid hydrolase 6 (Gma.3543.1.S1_at; cluster 3), as observed in this study (Figure 2), may be associated with the immediate need to hydrolyse the stored IAA-amino acid conjugate to release the active IAA for the floral initiation process. 

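The IAA-amino acid hydrolase transcript was higher at 1 SD than at 0 SD and stayed near that level. It stood at 8.44 ± 0.28 at 0 SD, 10.17 ± 0.37 at 1 SD, 10.40 ± 0.10 at 2 SD, 9.85 ± 0.21 at 4 SD and 10.64 ± 0.05 at 6 SD. The log2 change was 1.73 at 1 SD (standard error 0.21, adjusted p = 0.0307), 1.96 at 2 SD (adjusted p = 0.0247) and 2.20 at 6 SD (adjusted p = 0.00219). At 4 SD, 1.41 did not pass the test (adjusted p = 0.105). The call at 1 SD ended without 0 SD replicate 1 or any array of 1, 2 or 4 SD. That at 2 SD ended without 0 SD replicate 1 or either 2 SD array, and that at 6 SD held with each array left out.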

The increased expression of putative tryptophan synthase (Gma.736.1.A1_at), an auxin efflux carrier (Gma.11084.1.S1_at) and a number of auxin-responsive proteins (Gma.17759.1.S1_at, GmaAffx.91936.1.S1_s_at; Gma.2563.1.S1_a_at; Table S1) at a later time point (4 or 6 SDs) further support the possibility that there is an increase in auxin levels in the SAM during the floral initiation process.

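The auxin efflux carrier and the 3 auxin-responsive transcripts rose by 6 SD, and at 4 SD none of them differed from 0 SD by limma. The efflux carrier, a transporter that moves auxin out of cells, went from 8.99 ± 0.08 to 10.83 ± 0.27 at 6 SD, a log2 change of 1.84 (standard error 0.19, adjusted p = 0.00278). At 4 SD its change was 0.62 (adjusted p = 0.521). Of the auxin-responsive transcripts, the first of cluster 2 rose by 1.27 (standard error 0.18, adjusted p = 0.00781) and that of cluster 6 by 1.28 (standard error 0.15, adjusted p = 0.00435). The smallest of these rises was that of the second of cluster 2, 0.84 (standard error 0.16, adjusted p = 0.0204). Tryptophan synthase, of the last step of tryptophan synthesis, was too dim to be tested; it stood at 3.79 ± 0.08 at 0 SD, 4.73 ± 0.06 at 4 SD and 6.81 at 6 SD. The call of the first of cluster 2 ended without 0 SD replicate 1, and that of the second without either 0 SD array or 6 SD replicate 2.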

The 9-cis-epoxycarotenoid dioxygenase (NCED) protein catalyses a rate-limiting step in ABA biosynthesis in plants by cleaving 9-cis-xanthophylls to xanthoxin, a precursor of ABA (Taylor *et al.*, 2005). The upregulation of *NCED1* hints at an increase in ABA levels in the SAM during the floral evocation process. This prompted us to determine whether the increase in ABA biosynthetic transcripts translates to an increase in ABA levels in the SAM. 

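NCED1 was 9.69-fold higher at 6 SD than at 0 SD. It stood at 6.97 ± 0.26 at 0 SD, 8.36 ± 0.18 at 1 SD, 8.37 ± 0.30 at 2 SD, 8.46 ± 0.44 at 4 SD and 10.24 ± 0.32 at 6 SD. The log2 change at 6 SD was 3.28 (standard error 0.27, adjusted p = 0.00121), and it held with each array left out. The changes of 1.39 at 1 SD (adjusted p = 0.125), 1.40 at 2 SD (adjusted p = 0.153) and 1.49 at 4 SD (adjusted p = 0.182) did not pass the test. From 4 to 6 SD the rise was 1.78 (adjusted p = 0.0428), a call that ended without any array of 0, 1 or 2 SD, without 4 SD replicate 1 and without 6 SD replicate 2. A further probe set of the transcript was too dim to be tested and went from 4.81 ± 0.04 at 0 SD to 7.53 ± 0.36 at 6 SD (adjusted p = 0.000426 with no filter on brightness).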

The ABA content in SAMs microdissected from plants treated with 0 or 4 SDs were measured using an immunoassay. There was a significant increase in the ABA level in microdissected SAMs from 4-SD plants in comparison with untreated 10-day-old controls (Figure 5). This correlative evidence implies a floral-promoting role for ABA in soybean. We further compared our data set with the data sets generated from a recent study in Arabidopsis analysing the transcriptional effects of different hormones, including ABA (Nemhauser *et al.*, 2006). This resulted in the identification of 68 transcripts with Arabidopsis orthologues that are responsive to ABA (Table S2). This lends further support to the possibility of an increase in ABA levels in the soybean SAM during the early phase of reproductive development.

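The transcripts of Table S2 changed at the end of the time course. Of the 68, 54 were bright enough to test, and at 6 SD 45 had risen and 7 had fallen (47 and 7 when adjusted over the list alone). No member had changed at 1 SD or 4 SD, and 1 had risen at 2 SD; adjusted over the list alone, 13 had risen and 1 had fallen at 4 SD, 2 had risen at 1 SD, and 2 had risen and 1 had fallen at 2 SD. Their median log2 change was −0.01 at 1 SD, 0.02 at 2 SD, 0.24 at 4 SD and 1.19 at 6 SD. The transcripts had been selected from Table S1 on these arrays, 54 of them in clusters 2–8 and 14 in clusters 1, 9 and 10, so these counts are not independent evidence of a direction. The 45 rises became 17 without 0 SD replicate 1.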

**Figure 5:**
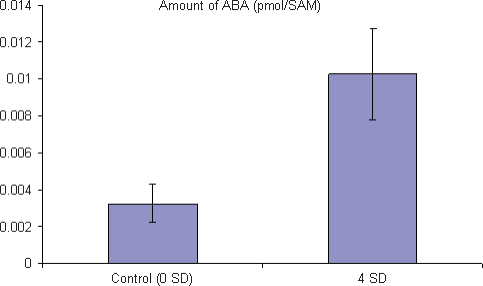
Measurement of ABA levels in the SAM during the floral transition process. Data represent mean values of *n* = 61 plants after 0 short days (SDs) or *n* = 57 plants after for 4-SDs of two biological replicates (levels of ABA: 0 SD_1_ = 0.0025, 4 SD_1_ = 0.012; 0 SD_2_ = 0.004, 4 SD_2_ = 0.0085 pmol per SAM); error bars indicate the ranges of the data.

Intriguingly, a transcript annotated as *abscisic acid responsive elements-binding factor* (*ABRE*) is grouped together in cluster 4 with other floral meristem identity genes, including *AP1* (Table S1). 

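The ABRE-binding factor, which the annotation names BZIP1, stood at 6.53 ± 0.03 at 0 SD, 6.66 ± 0.06 at 1 SD, 6.85 ± 0.23 at 2 SD, 9.42 ± 1.30 at 4 SD and 11.28 ± 0.20 at 6 SD. Factors of this family bind promoters of ABA-responsive genes. It was 26.8-fold higher at 6 SD than at 0 SD, a log2 change of 4.75 (standard error 0.48, adjusted p = 0.00258). At 4 SD the change of 2.88 did not pass the test (adjusted p = 0.146). It passed without 4 SD replicate 1 or 4 SD replicate 2, but such a fit drops the spread between these replicates. A further BZIP1 probe set, in cluster 8, rose by 4.05 at 6 SD (adjusted p = 0.00453).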

When the spatial expression of this gene was investigated, signals related to the expression of this gene could be detected surrounding the vascular system at the SAM after 4 SDs, but not in the vegetative SAM (0 SD; Figure 6a,b). This spatial information raises the possibility that the induction of *ABRE* expression may result directly from the arrival of the floral stimulus at the shoot apex, and may subsequently participate in the induction of ABA-responsive genes.

**Figure 6:**
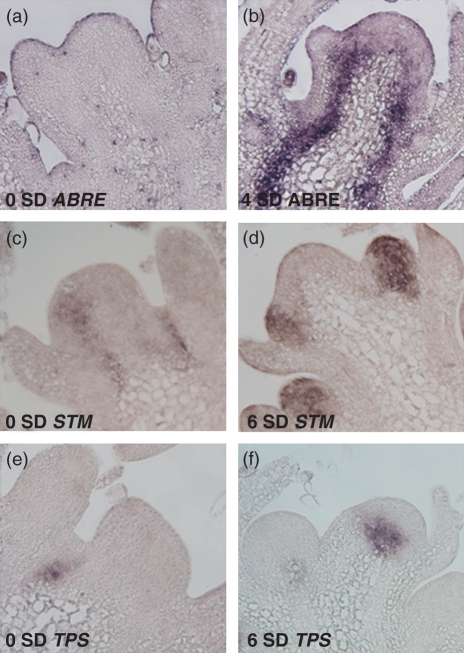
*In situ* localization of putative ABA-related transcript or transcripts associated with the establishment of the floral meristem in the soybean shoot apices. (a, b) Signals related to the expression of an *ABA-responsive element binding factor* (*ABRE*; GmaAffx.32011.1.S1_at) were detected in the region surrounding the vascular system of the shoot apical meristem (SAM) after 4 short days (SDs) (b), but not in that of a vegetative meristem (0 SD; a). (c, d) Expression of the *SHOOT MERISTEMLESS* (*STM*; Gma.15157.1.A1_at) transcript, a meristem regulatory gene, was found in the SAM and in the axillary meristem during the vegetative stage. The transcript is later expressed strongly in the floral meristem, suggesting an important role in vegetative as well as floral meristem development. (e, f) Expression of *TREHALOSE-PHOSPHATE SYNTHASE* (*TPS*; GmaAffx.21003.1.S1_at) was detected in the axillary meristem during the vegetative phase of growth (e). The signal was later detected in the floral meristem (f). All are longitudinal sections of paraffin-embedded shoot apices probed with the antisense strand of digoxigenin-labelled RNA.

The promoting role of ABA in flowering is ambiguous. A recent study in Arabidopsis has reported an RNA binding protein initially identified for its role in promoting flowering, Flowering time control protein A (FCA), to be an ABA receptor; the interaction of this protein with ABA resulted in a delay of the flowering process (Razem *et al.*, 2006). Arabidopsis mutants with defects in a positive regulator of ABA signalling have been found to display delayed flowering (Brocard-Gifford *et al.*, 2004), which seems to contradict the postulated repressive role of ABA in flowering presented by Razem *et al.* (2006). To complicate things further, there are also Arabidopsis mutants with an impaired negative regulator of ABA signalling, but with an early flowering phenotype (Hugouvieux *et al.*, 2001), and physiological experiments have demonstrated that ABA can promote flowering in a number of SD plants (El-Antably *et al.*, 1967; Podolnyi *et al.*, 1989; Wilmowicz *et al.*, 2008). It is likely that the opposing effects of ABA on flowering revealed from mutant analyses result from pleiotropic effects of the mutations, rather than from direct consequences of altered ABA signalling. FCA is known to act in the autonomous floral pathway; whether this means that ABA may exert a different effect in the photoperiodic regulation of flowering awaits further investigation. Nonetheless, this study has revealed an increase in ABA levels in the SAM during the floral initiation process using an immunoassay, and hence strongly implicates the involvement of ABA in regulating the flowering process.

Our findings raise important questions about the underlying mechanisms by which hormones, ABA in particular, associate with the floral transition process. The induction of hormone-related transcripts in this study occurs prior to known floral genes. 

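Among the 22 probe sets that had risen at 2 SD were the IAA-amino acid hydrolase (3.89-fold) and a gibberellin 2-oxidase, GA2OX8 (6.13-fold), an enzyme that inactivates gibberellins and is not in Table S1. The brighter of 2 probe sets of GA2OX8 had a log2 change of 2.98 at 1 SD (standard error 0.32, adjusted p = 0.0231), 2.62 at 2 SD (adjusted p = 0.0403) and 3.42 at 6 SD (adjusted p = 0.00199). The other had 1.87 at 1 SD (standard error 0.23, adjusted p = 0.0307), 1.41 at 2 SD, which did not pass (adjusted p = 0.101), and 2.00 at 6 SD (adjusted p = 0.00371). Of the 7 ABA-related probe sets of Table S1, 5 were bright enough to test; none had risen at 1 or 4 SD, 4 had risen at 6 SD and 1 had fallen. Of the 8 probe sets that had risen at 4 SD, 4 were MADS-box factors. Whether hormone-related and floral transcripts differ in their time of change was not tested. The count of 22 became 0 without 0 SD replicate 1 or 2 SD replicate 1, 3 without 2 SD replicate 2, 4 without either 1 SD array, 11 without either 4 SD array, and 71 and 72 without 6 SD replicate 1 and replicate 2; the count of 8 at 4 SD became 3 and 4 without 0 SD replicate 1 and replicate 2, 4 without either 1 SD array, 13 without 4 SD replicate 1 and 23 without either 6 SD array. The call of the brighter GA2OX8 probe set ended at 1 SD without 0 SD replicate 1 or either 1 SD array, and at 2 SD without any array of 0, 1 or 2 SD and with no filter on brightness (adjusted p = 0.0555); that of the other ended at 1 SD without any array of 0 or 1 SD. The call of the IAA-amino acid hydrolase at 2 SD ended without 0 SD replicate 1 or either 2 SD array.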

There is thus a possibility that these hormones may directly or indirectly regulate the transcription of these genes. For example, the protein farnesyltransferase was found to be involved in ABA signal transduction in Arabidopsis (Cutler *et al.*, 1996), and the Yalovsky *et al.* (2000) study has established that AP1 is a target of farnesyltransferase, and that farnesylation alters the function and perhaps specificity of the transcription factor.

ABA is known as a stress hormone. There was also a striking occurrence of transcripts associated with abiotic stress among the sequences identified to be differentially regulated in the flowering process in soybean. 

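Stress-related transcripts moved in both directions. The hypoxia-responsive transcript of cluster 10 had fallen by 6 SD, and 1 of 1 tested transcript of cold and drought responses and 4 of 4 of defence had risen. Of all 6 defence transcripts, 5 had a higher and 1 a lower mean at 6 SD than at 0 SD. The words for seed storage also found 2 of the 4 tested, so their place in defence is not certain. Of 3 heat shock transcripts in Table S1, 1 rose and 2 fell by 6 SD, and of 5 tested transcripts of redox enzymes, 1 rose and 2 fell. These members were found by words in the annotation of a table that the study selected on these arrays. By gene symbol instead, 12 tested probe sets were of defence genes, and none rose or fell at 6 SD (3 positive and 9 negative). Outside Table S1, 9 tested probe sets carried a gene symbol of a heat shock protein, mostly of HSP90, a chaperone. Most probe sets have no such symbol, and the 3 heat shock transcripts of Table S1 are not among the 9. Each of the 9 had a lower mean at 1 SD than at 0 SD (median log2 change −0.25), and as a list they ranked below the other probe sets (camera, adjusted p = 3.08e-05), although with an estimated correlation the call was lost (adjusted p = 0.243 with an estimated correlation). The list also ranked lower at 2 SD (adjusted p = 0.000178, and adjusted p = 0.285 with an estimated correlation), 4 SD (adjusted p = 0.00456) and 6 SD (adjusted p = 0.00417), each with adjusted p = 0.366 with an estimated correlation. At 2 and 4 SD, 1 of the 9 had a positive change (0.30 and 0.36). None fell singly at 1, 2 or 4 SD, with 4, 3 and 1 falling when adjusted over the list alone, and 2 fell at 6 SD, with 4 adjusted over the list alone. HSP90A1 fell by 1.19 at 6 SD (standard error 0.23, adjusted p = 0.0217) and 1 of 6 probe sets of HSP90-1 by 0.70 (standard error 0.14, adjusted p = 0.0237). The other 5 of HSP90-1 did not pass, with changes of −0.24 to −0.53 (adjusted p from 0.0518 to 0.297). Both calls ended without either 0 SD array or 6 SD replicate 2, that of HSP90-1 also without either 1 SD array, and the list's call at 4 SD ended without 0 SD replicate 1 (adjusted p = 0.0701) or replicate 2 (adjusted p = 0.139).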

An overlap of the floral signalling pathway in soybean with that of abiotic stress is therefore very probable. Further molecular support comes from a recent study reporting the existence of a cluster of flowering control proteins in the interaction network associated with abiotic stress (Tardif *et al.*, 2007).

There is substantial evidence for crosstalk between the signalling pathways regulating responses to ABA, auxin or sugar. It is likely that each of these is involved in crosstalk and interacts in a complex regulatory network, fine tuning the floral initiation process and thereby allowing SAMs to be flexible in responding to specific developmental and environmental cues.

#### Transcripts associated with the establishment of the floral meristem

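Transcripts of SEPALLATA-like, RNA-binding and trehalose-metabolizing proteins stand out in cluster 7. Its 12 members had a mean log2 change of 0.51 at 4 SD and 3.67 at 6 SD (standard deviations over members 0.58 and 0.66), and all 11 tested had risen at 6 SD and none before. Cluster 6, with homeobox and trehalose synthesis transcripts, had a mean change of 0.27 at 4 SD and 1.13 at 6 SD over 78 members (standard deviations 0.35 and 0.48), with 54 of 61 tested having risen at 6 SD and none before. Cluster 2, with STM, had 0.15 at 1 SD, 0.24 at 2 SD, 0.56 at 4 SD and 0.98 at 6 SD over 56 members (standard deviations 0.22, 0.33, 0.42 and 0.37). Of its 50 tested members, 1 had risen at 2 SD, 1 at 4 SD and 46 at 6 SD. The highest of the 5 time-point means was that of 6 SD in 52 of 56 members of cluster 2, 77 of 78 of cluster 6 and 12 of 12 of cluster 7. The newly converted inflorescence meristem with the adjacent floral meristem was collected at 6 SD only, so that the number of short days and the tissue changed together there.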

Clusters 2, 6 and 7 contain transcripts that are mostly upregulated after 6 SDs (the last time point), with varying magnitudes of increase among the clusters (Figure 2), and these transcripts are likely to function in the establishment of the floral meristem. 

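STM, a homeobox factor that keeps meristem cells undifferentiated, was higher at 6 SD than at 0 SD in both of its probe sets. The probe set named H1 stood at 9.79 ± 0.11 at 0 SD, 9.92 ± 0.13 at 1 SD, 10.21 ± 0.05 at 2 SD, 10.59 ± 0.01 at 4 SD and 11.20 ± 0.08 at 6 SD. It was 2.65-fold higher at 6 SD, a log2 change of 1.41 (standard error 0.13, adjusted p = 0.00166). At 4 SD the change of 0.80 did not pass the test (adjusted p = 0.118). The other STM probe set rose by 1.40 at 6 SD (standard error 0.21, adjusted p = 0.00959), and its call ended without 0 SD replicate 1.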

The presence of a possible meristem regulatory transcript, SHOOT MERISTEMLESS (STM), in cluster 2 probably reflects the increase in meristem number after floral induction. In Arabidopsis, STM is required for the initiation and maintenance of vegetative SAMs (Barton and Poethig, 1993; Endrizzi *et al.*, 1996), in addition to the well-established WUSCHEL-CLAVATA antagonistic pathway (reviewed in Bhalla and Singh, 2006; Singh and Bhalla, 2006). STM is also essential in floral meristem patterning, and in the development of carpels (Scofield *et al.*, 2007). The spatial expression of this transcript throughout the floral meristem seems to suggest that a conserved function is likely (Figure 6c,d). 

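Of 2 homeobox transcripts of the KNOTTED1-like family in cluster 6, 1 passed the test. KNAT2, of the class active in meristems, went from 7.28 ± 0.26 at 0 SD to 9.30 ± 0.22 at 6 SD, a log2 change of 2.02 (standard error 0.27, adjusted p = 0.00624). Its call ended without 0 SD replicate 1. KNAT4 stood at 9.54 ± 0.07 at 0 SD, 9.34 ± 0.11 at 1 SD and 10.07 ± 0.15 at 6 SD; its change of 0.53 at 6 SD missed the threshold (standard error 0.14, adjusted p = 0.0558) and passed without 6 SD replicate 1 (adjusted p = 0.0283). It also passed after quantile normalization (adjusted p = 0.0447), with an intensity trend and robust prior (adjusted p = 0.0452) and with a replicate block (adjusted p = 0.0345). Over the whole time course KNAT4 did pass, with an adjusted p of 0.0314 in the profile test.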

Other transcripts annotated to encode homeobox proteins, such as the KNOTTED1-LIKE family (KNAT2, GmaAffx.81999.1.S1_at; KNAT4, Gma.2376.1.S1_at) in cluster 6, may represent candidates that are likely to be important in the maintenance of the vegetative as well as the floral meristem. In fact, in Arabidopsis, the *KNAT2* (for *KNOTTED*-like from *A. thaliana* 2) homeobox gene is found to be expressed in the vegetative apical meristem, and subsequently plays a role in carpel development (Pautot *et al.*, 2001).

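Enzymes that make and remove trehalose-6-phosphate both stood higher at 6 SD. The trehalose-phosphate synthase transcript went from 8.38 ± 0.24 at 0 SD to 9.37 ± 0.40 at 4 SD and 10.15 ± 0.07 at 6 SD. Its log2 change was 1.77 at 6 SD (standard error 0.21, adjusted p = 0.00432) and 0.99 at 4 SD (adjusted p = 0.27). A trehalose-6-phosphate phosphatase transcript went from 5.85 ± 0.17 at 0 SD to 6.60 ± 0.68 at 4 SD and 10.44 ± 1.12 at 6 SD, 24.1-fold higher than at 0 SD (log2 change 4.59, standard error 0.49, adjusted p = 0.00314). From 4 to 6 SD it rose by 3.83 (adjusted p = 0.0314), a call that ended without any array of 1 or 2 SD or without 4 SD replicate 1. Without either 6 SD array the transcript was too dim to be tested. A further phosphatase transcript, of cluster 2, was too dim to be tested and stood at 5.93 ± 0.05 at 0 SD and 7.12 ± 0.07 at 6 SD (adjusted p = 0.012 with no filter on brightness).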

Among the transcripts in clusters 2, 6 and 7, there were three sequences associated with trehalose metabolism (GmaAffx.65216.1.S1.at, GmaAffx.21003.1.S1.at and GmaAffx.5765.1.S1.at; Table S1). Trehalose phosphate synthase (TPS) is known to catalyse the transfer of glucose from uridine diphosphate glucose (UDP) to glucose-6-phosphate, producing trehalose-6-phosphate (T6P) and UDP, whereas trehalose-6-phosphatase (TPP) hydrolyses T6P to release trehalose. When the spatial expression of the two trehalose metabolism-associated transcripts was investigated, we could only successfully detect expression related to TPS (Figure 6e,f). TPS was expressed in the axillary meristem during the vegetative stage of development (0 SD; Figure 6e), and later on, its expression was detected in the centre of the floral meristem (6 SDs; Figure 6f). The presence of *TPS* in the axillary meristem and subsequently in the floral meristem suggests a role in the control of the formation of secondary axes of growth: vegetative and inflorescent branches.

Intriguingly, there is evidence linking ABA with trehalose metabolism (Li *et al.*, 2006), and hence it is tempting to speculate that ABA may act partly through trehalose in triggering the later floral response. Trehalose, a dimer of glucose, is a sugar of emerging significance (Grennan, 2007; Paul, 2007), and has been described as ‘a metabolic regulator that has an impact like that of a hormone’ (Paul, 2007). It is believed that the phoshorylated form of trehalose, T6P, is the active component that regulates its effect. The association of trehalose metabolism with the flowering process was first reported by Dijken and co-workers, who demonstrated in Arabidopsis that TPS is not only essential for normal vegetative growth but also for the transition to flowering (Dijken *et al.*, 2004). A recent study demonstrated that inflorescent branching in maize is determined by a TPP gene, probably through the alteration of a trehalose sugar signal (Satoh-Nagasawa *et al.*, 2006). T6P is associated with the expression of transcription factors that regulate starch synthesis and ABA signalling (Avonce *et al.*, 2004; Ramon *et al.*, 2007), implicating a complex interplay between sugar metabolism and ABA in the floral evocation process in soybean.

### Transcripts with a decreasing trend of expression during floral initiation

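Transcripts of an isoflavone synthase and of some cell wall and low-oxygen proteins were among those that fell. Another isoflavone synthase, IFS2, rose by 2.41 at 6 SD (adjusted p = 0.000321), and of 6 cell wall probe sets of Table S1, 3 rose and 3 fell. IFS1, an isoflavone synthase that the paper lists as a cytochrome P450, went from 8.49 ± 0.57 at 0 SD to 4.56 ± 0.12 at 6 SD, a log2 change of −3.93 (standard error 0.42, adjusted p = 0.00321). A glycosyl hydrolase family 1 transcript fell by 1.65 at 2 SD (adjusted p = 0.0403), 2.94 at 4 SD (adjusted p = 0.00311) and 4.10 at 6 SD (standard error 0.20, adjusted p = 0.000321). The hypoxia-responsive transcript fell by 2.61 at 1 SD (standard error 0.23, adjusted p = 0.0135) and stayed low, with −3.06 at 6 SD. An early nodulin-related transcript fell by 2.68 at 1 SD (adjusted p = 0.0165) and 3.60 at 6 SD. Among inhibitors of cell wall polygalacturonases, the transcripts with the gene symbols PGIP4 and PGIP, both annotated as PGIP1 in Table S1, fell by 2.69 at 6 SD (adjusted p = 0.00196) and 2.48 (adjusted p = 0.00234). A bHLH factor was too dim to be tested and went from 6.84 ± 0.12 to 4.05 ± 0.03 (adjusted p = 0.000315 with no filter on brightness). The mean log2 change at 6 SD was −1.11 over the 63 members of cluster 1, −1.92 over the 26 of cluster 9 and −3.39 over the 4 of cluster 10 (standard deviations over members 0.37, 0.79 and 0.58). Cluster 10 was already at −1.96 at 1 SD, when 2 of its 3 tested members had fallen. By 6 SD, all 54 tested members of cluster 1, 18 of 19 of cluster 9 and all 3 of cluster 10 had fallen. The calls at 1 SD of the hypoxia-responsive and nodulin-related transcripts ended without either 1 SD array, and that of the glycosyl hydrolase at 2 SD without any array of 0, 1, 2 or 4 SD, with no filter on brightness (adjusted p = 0.0555) and with an intensity trend and robust prior (adjusted p = 0.0542).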

The onset of reproductive development is also characterized by the downregulation of genes in incipient floral primordia, and the corresponding transcripts are grouped in clusters 1, 9 and 10. These clusters potentially contain floral repressors that are downregulated to allow floral development to take place. This is exemplified by the downregulation of a transcript annotated to encode the SHORT VEGETATIVE PHASE protein (GmaAffx.9006.2.S1_at). 

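SVP, a MADS-box repressor of flowering in Arabidopsis, had its highest mean at 1 SD and its lowest at 6 SD. It stood at 6.79 ± 0.06 at 0 SD, 7.72 ± 0.10 at 1 SD, 7.48 ± 0.37 at 2 SD, 7.06 ± 0.09 at 4 SD and 5.70 ± 0.22 at 6 SD. It fell by 1.09 on the log2 scale from 0 to 6 SD (standard error 0.19, adjusted p = 0.0174) and by 1.36 from 4 to 6 SD (adjusted p = 0.0422). The difference of 0.93 at 1 SD did not pass the test (adjusted p = 0.158). The call of SVP at 6 SD ended without either 0 SD array or 6 SD replicate 2. The call from 4 to 6 SD ended without any array of 0, 1 or 4 SD, without 6 SD replicate 2, and with an intensity trend and robust prior.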

The repression of this MADS-box gene is in agreement with data in Arabidopsis and barley that revealed the corresponding orthologue to be a negative regulator of the flowering process (Hartmann *et al.*, 2000; Trevaskis *et al.*, 2007). The occurrence of this transcript further demonstrates the validity of our data, and strengthens the probability that transcripts in this cluster represent noteworthy candidates for floral repressors for further study.

### Functional categories of transcripts perturbed during floral initiation

As most soybean transcripts could be assigned to a matching Arabidopsis locus, based on its best match with the Arabidopsis protein database, we used GOToolBox (Martin *et al.*, 2004) to identify statistically over-represented gene ontology (GO) terms in our data set to infer functional perturbations in response to floral initiation, or the subsequent stages of floral meristem establishment. When the induced gene data set was analysed with GOToolBox, approximately 60% of the transcripts could be successfully categorized according to GO biological processes (http://www.geneontology.org). Besides the expected GO terms associated with processes such as response to ABA stimulus, regulation of transcription and trehalose metabolism, signal transduction and brassinosteroid-mediated signalling were also significantly enriched in the induced gene data sets (Table 1A). These categories include a two-component phosphorelay mediator (Gma.12547.1.A1_at; AT3G21510), a number of leucine-rich repeat protein kinases, a brassinosteroid (BR) signalling positive regulator, BES1/BZR1 (Gma.1423.1.S1_a_at; AT1G75080) and a serine carboxypeptidase, BRS1 (Gma.2488.1.S1_at; AT4G30610), that plays a role in BR signalling (Li *et al.*, 2001).

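BES1/BZR1, a transcription factor of brassinosteroid signalling, went from 9.65 ± 0.16 at 0 SD to 10.26 ± 0.28 at 4 SD and 10.80 ± 0.12 at 6 SD. It was 2.22-fold higher at 6 SD (log2 change 1.15, standard error 0.19, adjusted p = 0.0146), and at 4 SD its change of 0.61 did not pass the test (adjusted p = 0.567). Among the leucine-rich repeat kinases, that of cluster 5 rose by 1.60 at 6 SD (standard error 0.15, adjusted p = 0.00198), after a mean of 6.21 ± 0.10 at 4 SD that lay near its 0 SD level of 6.42. One of cluster 2 rose by 1.16 (standard error 0.17, adjusted p = 0.00815) and that of cluster 6 by 1.05 (standard error 0.22, adjusted p = 0.0294). The call of BES1/BZR1 ended without 0 SD replicate 1 or 6 SD replicate 2, that of the kinase of cluster 2 without 0 SD replicate 1, and that of the kinase of cluster 6 without any array of 0 or 1 SD or without 6 SD replicate 2.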

**Table 1:** Representative gene ontology (GO) functional categories of the biological process significantly enriched in the (A) induced or (B) repressed gene data set analysed using GOToolBox. The complete GOToolBox output is provided in Table S4

GO identity	Term^a^	*P*-value^b^
A		
GO:0009755	Hormone-mediated signalling	0.0001019
GO:0005991	Trehalose metabolism	0.0002466
GO:0007242	Intracellular signalling cascade	0.000331
GO:0045449	Regulation of transcription	0.0003614
GO:0009742	Brassinosteroid-mediated signalling	0.0003977
GO:0009738	Abscisic acid-mediated signalling	0.000439
B		
GO:0006020	Myoinositol metabolism	0.0001391
GO:0050896	Response to stimulus	0.0004047
GO:0005996	Monosaccharide metabolism	0.0032266
GO:0009725	Response to hormone stimulus	0.0035123
GO:0009910	Negative regulation of flower development	0.0035135

a The GO terms (http://www.geneontology.org) at different depths of the GO hierarchy are given.

b Probability value adjusted for multihypothesis testing using the Benjamini and Hochberg method.

Protein phosphorylation is a key mechanism for intracellular signal transduction in both eukaryotic and prokaryotic cells. The enrichment of protein kinases in the signal transduction functional category prompted us to examine our gene list for the presence of other putative protein kinases that are not annotated using the GO classification system. This resulted in the identification of a total of 15 transcripts annotated to encode different protein kinases (Table 2). 

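Of the 15 kinase transcripts of Table 2, 13 were bright enough to test and 11 of these had risen at 6 SD (13 when adjusted over the list alone); none had changed at 1, 2 or 4 SD, although adjusted over the list alone 1 had fallen at each of these and 2 had risen at 2 and at 4 SD. Their median log2 change was −0.07 at 1 SD, −0.02 at 2 SD, 0.37 at 4 SD and 1.09 at 6 SD. CIPK6, a kinase regulated by calcineurin B-like calcium sensors, rose by 1.09 (standard error 0.19, adjusted p = 0.0151). The serine/threonine kinases of clusters 6 and 8 rose by 1.90 (standard error 0.26, adjusted p = 0.00694) and 1.98 (standard error 0.28, adjusted p = 0.00815). The leucine-rich repeat kinase of cluster 8 had a log2 difference of −1.28 at 1 SD (adjusted p = 0.148) and 0.86 at 6 SD (adjusted p = 0.0828), where it passed without 6 SD replicate 1. The smallest change among those tested was that of a leucine-rich repeat kinase of cluster 2, 0.40 (adjusted p = 0.103). Table 2 was selected on these arrays, so the counts are not independent evidence. The 11 rises became 2 without 0 SD replicate 1 and 6 without 0 SD replicate 2; the calls of CIPK6 ended without either of these arrays, and those of both serine/threonine kinases without 0 SD replicate 1.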

In plants, phosphorelay two-component systems play important roles in histidine kinase-mediated signal transduction in response to environmental stimuli and growth regulators (for a review, see Urao *et al.*, 2000). The temporal induction of this kinase in this study suggests it may play additional roles in regulating the flowering process. 

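The phosphorelay mediator, a histidine phosphotransfer protein, was 17.0-fold higher at 6 SD than at 0 SD. It stood at 6.89 ± 0.03 at 0 SD, 5.94 ± 0.48 at 1 SD, 6.23 ± 0.37 at 2 SD, 8.18 ± 1.21 at 4 SD and 10.97 ± 0.57 at 6 SD. The log2 change at 6 SD was 4.08 (standard error 0.52, adjusted p = 0.00602), and the call held with each array left out. At 4 SD the change of 1.30 did not pass the test (adjusted p = 0.72).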

The induction of other protein kinases, such as the leucine-rich repeat transmembrane protein kinase, may be related to the ABA-mediated signalling pathway, as a recent study has reported a similar gene to be a key membrane-bound regulator of early ABA signalling in Arabidopsis (Osakabe *et al.*, 2005).

**Table 2:** Putative protein kinases induced during the floral initiation process in the soybean shoot apical meristem (SAM)

Probe ID	Cluster	*At* GI^a^	Annotation^a^
Gma.3124.3.S1_a_at	2	AT1G53570	Protein kinase
Gma.7673.1.S1_at	2	AT5G58300	Leucine-rich repeat transmembrane protein kinase
GmaAffx.10790.1.S1_at	2	AT2G36570	Leucine-rich repeat transmembrane protein kinase
GmaAffx.13860.1.S1_at	2	AT5G10290	Leucine-rich repeat transmembrane protein kinase
GmaAffx.5334.1.S1_at	2	AT5G53450	Serine/threonine protein kinase
GmaAffx.86597.1.S1_at	2	AT5G63710	Leucine-rich repeat transmembrane protein kinase
Gma.12547.1.A1_at	4	AT3G21510	Two-component phosphorelay mediator
Gma.10967.1.S1_at	5	AT1G09970	Leucine-rich repeat transmembrane protein kinase
Gma.15630.1.A1_at	6	AT5G56040	Leucine-rich repeat transmembrane protein kinase
Gma.186.1.S1_at	6	AT4G30960	CBL-interacting protein kinase 6 (CIPK6)
GmaAffx.27488.1.S1_at	6	AT4G24480	Serine/threonine protein kinase
Gma.13085.1.S1_at	8	AT4G40010	Serine/threonine protein kinase
Gma.14610.1.A1_at	8	AT3G05140	Protein kinase family protein
Gma.4873.1.S1_at	8	AT4G33950	Protein kinase
Gma.7110.1.S1_at	8	AT1G07650	Leucine-rich repeat transmembrane protein kinase

a Annotation provided by the Harvest website (http://harvest.ucr.edu), and is based on a BLASTX match against the Arabidopsis TAIR database with the matching Arabidopsis gene index, as listed.

Surprisingly, in the repressed gene data set the functional category associated with hormonal response was also significantly enriched (Table 1B). This indicates a complexity of hormone-mediated signalling that involves not only positive but also negative elements. Furthermore, the transcript profiling defining the floral evocation process, or the subsequent stages of floral development described here, involved the gene expression changes of all cell types in the meristem. 

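Of the 6 transcripts behind the hormone terms of the repressed set, 5 were bright enough to test, and all 5 had fallen at 6 SD, over the list alone as well. They are related to auxin, gibberellin, ABA and cytokinin. An auxin-responsive transcript fell by 2.43 (standard error 0.28, adjusted p = 0.0041) and IAA20, of the Aux/IAA repressors of auxin response, by 1.70 (standard error 0.19, adjusted p = 0.00358). GASA5, of a gibberellin-regulated family, fell by 1.74 (standard error 0.24, adjusted p = 0.00741) and AREB2, an ABA-responsive element-binding factor, by 1.42 (standard error 0.19, adjusted p = 0.00645). AHK4, a cytokinin receptor, fell by 0.80 (standard error 0.16, adjusted p = 0.0248). RGA1, a DELLA repressor of gibberellin response, was too dim to be tested, at 6.67 ± 0.09 at 0 SD and 6.00 ± 0.22 at 6 SD. None of the 5 had changed at 1, 2 or 4 SD, although adjusted over the list alone 1 had fallen at 2 and at 4 SD. The transcripts were selected on these arrays, so that the count is not independent evidence. The call of AHK4 ended without any array of 0 or 1 SD or without 6 SD replicate 2, and that of GASA5 without 0 SD replicate 1.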

The up- or downregulation of different genes responsive to the same hormone may reflect the different effects of the hormones on the different cell types in the meristem that are necessary to generate the desired outcome at the SAM.

### Comparison of expression profiles associated with floral transition in Arabidopsis and soybean

Recently, a number of studies have aimed at the characterization of the Arabidopsis floral transcriptome (Schmid *et al.*, 2003; Zhang *et al.*, 2005; Wellmer *et al.*, 2006). However, only the approach of Schmid *et al.* (2003) in Arabidopsis is relevant to this study, as they used excised shoot apexes (i.e. SAMs with leaf primordia and developing leaves) at different time points following floral induction. In contrast, in this study we used microdissected SAMs to obtain a more accurate picture of global gene expression changes happening in the meristem. Changes in the Arabidopsis transcriptome were examined using the Arabidopsis ATH1 array, which contains 22 810 probe sets (Schmid *et al.*, 2003). Using matching Arabidopsis loci assigned to the soybean transcripts (see Experimental procedures), we compared the list of transcripts identified to be differentially regulated in this study with that of Schmid *et al.* (2003) (Table S3).

There was an overlap of only 24 transcripts, with 14 of them displaying similar expression profile changes (Figure 7). 

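In the soybean arrays, 4 of the shared transcripts that are not MADS-box factors had log2 changes of 1.40 or less in size at 6 SD. A protein phosphatase 2C, of a family that includes regulators of ABA signalling, went from 7.48 ± 0.12 at 0 SD to 8.80 ± 0.26 at 4 SD and 8.89 ± 0.21 at 6 SD, a log2 change of 1.40 at 6 SD (standard error 0.21, adjusted p = 0.00872). ARF10, an auxin response factor, fell by 0.89 (standard error 0.16, adjusted p = 0.0195). The ubiquitin-conjugating enzyme UBC19 had a change of 0.59 (adjusted p = 0.0518) and a major intrinsic protein of 0.34 (adjusted p = 0.0988), neither of which passed the test. The major intrinsic protein passed with an intensity trend and robust prior (adjusted p = 0.0204), and UBC19 without 6 SD replicate 1 (adjusted p = 0.0162). The call of the phosphatase ended without 0 SD replicate 1, and that of ARF10 without either 0 SD array or 6 SD replicate 2. The Arabidopsis arrays are not among these data.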

The lack of overlap can partly be attributed to the fact that neither the meristem dissection scheme employed nor the time points investigated are exactly equivalent in both studies. Unlike the Arabidopsis experiment, in which shoot apices were used, we used microdissected SAMs. Nevertheless, a closer inspection of the 14 transcripts reveals a high representation of flowering genes (Figure 7), in line with a recent study proposing a conservation of Arabidopsis flowering genes in legumes (Hecht *et al.*, 2005). In addition to the flowering genes, another gene with a similar expression profile in both datasets is *BRS1*, the encoded product of which is associated with BR signalling (Li *et al.*, 2001). 

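Among the flowering genes of this group, SEP1, a MADS-box factor of floral organ identity, has 2 soybean probe sets in cluster 7. The brighter stood at 4.72 ± 0.04 at 0 SD, 4.70 ± 0.05 at 1 SD, 4.64 ± 0.24 at 2 SD, 5.35 ± 0.53 at 4 SD and 8.28 ± 0.06 at 6 SD. It was 11.8-fold higher at 6 SD (log2 change 3.56, standard error 0.23, adjusted p = 0.000613), with a rise of 2.93 from 4 to 6 SD (adjusted p = 0.00845). Both calls held without any 1 array of 0, 1, 2 or 4 SD, and without either 6 SD array the probe set was too dim to be tested. The other was too dim to be tested and went from 3.77 ± 0.03 to 7.96 ± 0.98 (adjusted p = 0.00137 with no filter on brightness).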

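BRS1 stood at 7.75 ± 0.14 at 0 SD, 7.61 ± 0.03 at 1 SD, 7.63 ± 0.16 at 2 SD, 7.88 ± 0.38 at 4 SD and 8.99 ± 0.32 at 6 SD. The serine carboxypeptidase transcript was thus 2.36-fold higher at 6 SD than at 0 SD, a log2 change of 1.24 (standard error 0.22, adjusted p = 0.0171). The call at 6 SD ended without either 0 SD array or 6 SD replicate 2.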

BRs have recently been discovered to play unexpected novel roles in the floral induction network (Domagalska *et al.*, 2007).

**Figure 7:**
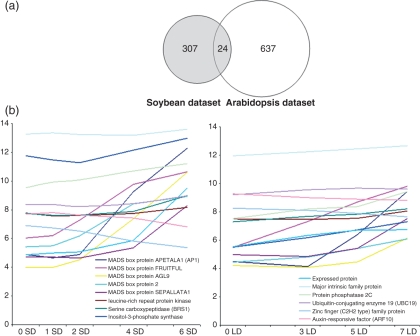
Comparison of the floral data set derived from soybean (this study) with that of Arabidopsis (Schmid *et al.*, 2003). (a) A Venn diagram depicting the overlap between transcripts identified to be differentially expressed in response to the floral evocation process in soybean or Arabidopsis. (b) Expression profiles of orthologous genes in soybean (left panel) or Arabidopsis (right panel).

In summary, our study provides a detailed description of temporal gene expression changes in the soybean SAM undergoing the floral evocation process. We have revealed interesting features and potentially valuable traits associated with the floral initiation process in soybean that may be useful starting points for a more thorough investigation into uncovering novel strategies for manipulating flowering processes, and thus yield, in crop plants.

## Experimental procedures

### Plant materials and RNA extraction

Soybean plants [*G. max*. (L) Merr. Cv. Bragg] were grown from seeds in a glasshouse located at the University of Melbourne, Victoria, Australia, for 10 days (0 SD), before being shifted to a growth chamber under a 10-h light regime (100 μmol m^−2^ s^−1^) maintained at a constant temperature of 24°C. SAMs were microdissected from soybean plants with a 26G syringe needle (Terumo Medical Corporation, http://www.terumomedical.com) under the dissecting microscope at a 40× magnification. Any leaf primordia were excluded in order to create a meristem-enriched tissue collection (Wong *et al.*, 2008). For the sample collection after 6 SDs, the converted inflorescence meristem and the adjacent floral meristem were microdissected, and we consistently observed a similar rate of floral meristem development for all 6-SD replicates. Approximately 80 SAMs were dissected for each time point (0, 1, 2, 4 and 6 SDs). Dissected samples were quickly frozen in liquid nitrogen and stored at −80°C. Total RNA was extracted from dissected SAMs using Qiagen RNeasy Mini Kit with on-column DNAse digestion (Qiagen, http://www.qiagen.com). Two independent tissue collections and RNA extractions were performed for each of the SAM samples. Subsequent cDNA labelling and Affymetrix Soybean GeneChip® hybridization was carried out by AGRF (Australian Genome Research Facility, http://www.agrf.org.au) using 3 μg of total RNA.

### Scanning electron microscopy (SEM)

Soybean shoot apices were dissected under the dissecting microscope at 40× magnification, and were fixed overnight in formalin:ethanol:glacial acetic acid:distilled water (1:5:0.5:3.5). The samples were then dehydrated through an ethanol series, and were stored in 100% ethanol until the process of critical point drying the next day. The samples were dried using a critical point dryer (Model 030; Bal-Tec AG, http://www.bal-tec.com) following the manufacturer's instructions. Dried samples were then carefully placed on a stub before observation using a field-emission scanning electron microscope (FESEM, FEI XL30; Oregon Scientific, http://www.oregonscientific.com).

### Analysis of expression data

Expression levels were estimated from Affymetrix hybridization intensity data using MicroArray Suite 5.0 (Affymetrix 2001, http://www.affymetrix.com). The raw numerical values representing the signal of each feature were filtered so that genes with expression levels referred to as ‘Marginal’ or ‘Absent’ in all 10 arrays according to the Affymetrix statistical algorithms were excluded from further analysis. The resulting data were then normalized using Robust Multiarray Averaging (RMA) implemented in AffylmGUI (Wettenhall and Smyth, 2004), and were then imported into maSigPro, a statistical method employing a two-step regression approach (Conesa *et al.*, 2006). For the first regression model, the *P* value was set at <0.05, whereas in the second regression step a backward method was selected. A combination of quadratic and cubic models was used to evaluate significantly differential expression profiles in the process. Microarray data have been deposited in the GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE10251.

For the clustering analysis, the log_2_-transformed expression ratios of one time point over the next consecutive time point was computed for the transcripts with significant expression profile changes. Based on these data, transcripts were classified into 10 clusters using k-means clustering analysis implemented in GeneCluster 3.0 (de Hoon *et al.*, 2004), using the Euclidean distance as the similarity metric. The resulting clusters were then visualized using Java TreeView (Saldanha, 2004).

The soybean GeneChip® has been annotated by HarvEST (http://www.harvest-web.org), based on the best BLASTX match of the corresponding soybean sequences against either the TAIR Arabidopsis protein database or the Uniprot protein database. For the comparison of the data set from the analyses of the floral initiation process in Arabidopsis (Schmid *et al.*, 2003), we re-analysed the corresponding data using maSigPro with the same parameters as described above, and the matching Arabidopsis loci for genes of interest were then used for the comparison. Similarly, the matching loci were also used in the search for statistically over-represented GO terms with the program GOToolBox (Martin *et al.*, 2004), using hypergeometric distribution as the statistical test, and Benjamini and Hochberg correction for multi-hypothesis testing (Benjamini and Hochberg, 1995).

### RT-PCR analysis

The one-tube, two enzymes OneStep RT-PCR kit (Qiagen) was used following the manufacturer's instructions in all RT-PCR analyses. RNA isolated from the SAMs at different time points (40 ng) were used as a template in a 10-μl reaction volume. The soybean actin gene (AFFX-GM_ACTIN_M_AT) that showed a similar expression level across the six hybridization experiments was used as an internal control. Routinely, 25–30 cycles were used for the PCR process to ensure that the quantity of amplified product remained in linear proportion to the initial template present in the reaction. The entire PCR reaction was separated on 1% agarose gel containing 0.1 μg μl^−1^ ethidium bromide, and was visualized under UV light.

### In situ hybridization

The soybean shoot apices were dissected from 10-day-old seedlings and fixed with 4% paraformaldehyde (Sigma-Aldrich, http://www.sigmaaldrich.com) in PBS overnight at 4°C after vacuum infiltration. The tissue was then dehydrated and embedded in paraplast (Structure Probe, http://www.2spi.com) following standard methods. The *in situ* hybridization was carried out according to modified protocols from Jackson (1991). Observations and photography were conducted with a microscope BX60 and digital camera DP70 (Olympus, http://www.olympus-global.com). Digoxigenin-labelled antisense RNA probes were transcribed from the T7 or SP6 promoter of pGEM-Easy vector (Promega, http://www.promega.com), using the DIG RNA Labeling Kit (Roche Diagnostics, http://www.roche.com/diagnostics).

### Measurement of ABA level

Soybean SAMs were dissected from plants after 0 or 4 SDs. Two biological replicates of approximately 30 SAMs per replicate per time point were used for the extraction of ABA, following the methods of Xiong *et al.* (2001). The ABA concentration in the extract was then determined using the Phytodetek ABA immunoassay kit (Idetek Inc., http://www.agdia.com/phytodetek).

## Supporting Information

**Table S1.** Transcripts identified to have significant expression profile changes during the floral initiation process in the soybean shoot apical meristem.

**Table S2.** Soybean transcripts with putative Arabidopsis orthologues reported to be responsive to ABA (Nemhauser *et al.*, 2006).

**Table S3.** Arabidopsis transcript identified to be significantly induced or repressed during the floral initiation process; the resulting data set was used in the comparison indicated in Figure 7. The Arabidopsis floral initiation data set was generated by Schmid *et al.* (2003) and has been re-analysed using maSigPro, as outlined in Experimetal procedures, for comparison with the data set in this study.

**Table S4.** Gene ontology (GO) functional categories of the biological process significantly enriched (*P* < 0.01) in the induced (A) or repressed gene (B) data set analysed using GOToolBox (Martin *et al.*, 2004).

How the deposited data were processed for this re-analysis (not part of the article)

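Total RNA from microdissected soybean SAMs was hybridized to 10 arrays, 2 biological replicates at each of 0, 1, 2, 4 and 6 SDs. The deposited values are log2 intensities that the authors made by RMA (background correction, quantile normalization and summary per probe set) from the scanned arrays, as their methods state. The table holds 37746 entries, of which 37593 are soybean probe sets, 105 are Affymetrix controls and 48 are rRNA probe sets. It holds no present or absent calls and no probe sets of the pathogens on the array, so the filter of the paper could not be applied. In its place, a probe set was tested if it exceeded the median of the soybean probe sets of that array in at least 2 arrays, which kept 20366. A dimmer probe set that the paper names is given with its values, and with an adjusted p only from the fit with no filter.

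The test of each comparison was made with limma 3.58.1 in R 4.3.3. Means of the 5 time points were fitted with 1 estimate of the spread per probe set, shared between probe sets by an empirical Bayes prior, with 5 residual degrees of freedom. Each time point was compared with 0 SD, and 2 with 1 SD, 4 with 2 SD and 6 with 4 SD. The whole time course was tested by a moderated F on the 3 terms of a cubic polynomial in the number of short days. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The 4 comparisons with 0 SD share the same 0 SD arrays. Actin was fitted with the control probe sets and adjusted over these. The 2 arrays per time point limit the precision, and the replicate numbers were not used as pairs. Across probe sets, deviations of same-numbered arrays correlated at 0.193 to 0.618 between 0, 2, 4 and 6 SD and at −0.368 to −0.074 between 1 SD and the others, and a replicate block is among the alternatives. No comparison has 3 arrays in a group, so no count over other groupings of the arrays was made.

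Profiles of the 331 probe sets of Table S1 were grouped by k-means with 10 groups, Euclidean distance, differences of mean log2 values between consecutive time points and 100 random starts from seed 1. Gene lists were tested against the other probe sets by camera with a preset correlation of 0.01, and again with an estimated correlation, with p-values adjusted over 72 tests of 18 lists. Lists with fewer than 5 tested members were left out of this test. Gene symbols were available for 9047 probe sets, and 28546 had none. The lists were searched in the 1676 with a symbol other than a locus number, so they cover a small part of the array. The gibberellin and heat shock lists were written before the data were examined, and the other 16 were drawn up from gene symbols after the annotation had been seen. Groups counted within Table S1 were found by words in its annotation and not tested.

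Genes are named by a rule written before the data were examined, when the values of Table S1 had been seen. They are the probe sets that the paper names, the 10 largest rises and 10 largest falls with a gene name at each time point among those past the test whose arrays both lay beyond both 0 SD arrays, and up to 4 changed members of each gene list. Alternatives were no filter, another quantile normalization, a common median, an intensity trend with a robust prior, a replicate block, other time course models and leaving out each array in turn. In the last, the lone array of a time point is assumed to vary like the others. Array weights, a filter at the 25th percentile, 1 SD as the reference and further starts of k-means were added after the data had been seen.

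The steps were tested on simulated arrays with the means of the data and known changes at 6 SD. Spreads were taken from the data but shuffled between probe sets, noise was independent, and no array stood apart as 6 SD replicate 2 does. A log2 change of 1 was recovered for 38 of 67 probe sets, a change of 2 for 62 of 67 and a change of 4 for 65 of 66. Among the probe sets simulated with no change, 14 passed at 6 SD and 8 passed the profile test. K-means with 100 starts recovered the simulated groups in 20 of 21 draws, with a lowest adjusted Rand index of 0.867, and with 10000 starts in 21 of 21. These groups had little noise, so the draws do not measure recovery at the noise of the data.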

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

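The tests of explanations in this part (replicate differences after quantile normalization, rank correlation, spike-ins, cluster signs, kept signs, kept calls and the green leaf list) were chosen after the results had been seen, and the comparisons of time points and the fits that leave out 1 array were not.

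The second replicate at 6 SD stood apart from the other 9 arrays: the gap to the nearest array was 0.82 of the whole range for the interquartile range (3.60 against 3.94 to 4.02), 0.64 for the median, 0.76 for the 25th percentile, 0.82 for the 75th percentile and 0.73 for the mean correlation with the other arrays (0.966 against 0.983 to 0.989). These are 5 of 8 related measures past the critical value of Dixon's test for 10 arrays, which chance alone passes in about 1 in 20 groups. An intensity distribution left by the normalization is argued against as the whole cause of the low correlation, since ranks do not depend on it and the mean rank correlation was 0.965 against 0.981 to 0.988 (gap 0.71 of the range), but for the other 4 measures it cannot be told apart from other sources, since quantile normalization sets them alike and hardly moved the standard deviation of the difference between the 6 SD replicates (0.496 before and 0.503 after, 1.29 times the largest of the other time points). Less labelled soybean RNA on the array may be a source, as the mean of the 18 spike-in probe sets of bioB, bioC, bioD and cre was 11.2 against 9.98 to 10.88, 1.27 standard deviations of the others above the highest, and all 18 were highest on this array. However, the gap of the mean (0.26 of the range) did not pass Dixon's test. The 3′ minus 5′ difference of actin (1.44) lay within the 0.89 to 1.64 of the others, but it does not measure the amount of labelled RNA. The spike-in probe sets of dap, lys, phe and thr, a separate group of controls, were highest on 2 SD replicate 2. Whether they bear on this source was not tested. A lys probe set, for example, stood at 7.8 on 6 SD replicate 2, 9.79 on 2 SD replicate 2 and 9.13 on 0 SD replicate 2. Meristems further into flower formation cannot be told apart from other sources. Of the 72 members of clusters 4, 7 and 8, 41 were higher in replicate 2 (exact sign test, two-sided, p = 0.29), with medians of −0.28 in cluster 4 and 0.65 in cluster 7. Of the 93 members of clusters 1, 9 and 10, 58 were lower (exact sign test, two-sided, p = 0.022). These tests take the members as independent, although each cluster groups probe sets of like profile, and they compare 2 arrays. Their p-values therefore do not measure the spread between replicates. Over all soybean probe sets the median was also lower in replicate 2, at 7.31 against 7.44 in replicate 1. The paper states that floral meristems advanced at a like pace in its 6 SD replicates.

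At 1 SD, 34 probe sets had changed from 0 SD, 28 of them outside Table S1. The move from the glasshouse to the growth chamber cannot be told apart from the first short day, since the 0 SD arrays alone come from the glasshouse. That 33 of the 34 kept their sign at 2 and 4 SD does not bear on this, as the comparisons share the 0 SD arrays. The 5 falls, looked up after their values were seen, were of SACPD-C, ELIP, an early nodulin-related, a hypoxia-responsive and an unannotated transcript. The 29 rises became 1 without 0 SD replicate 1, 46 without 0 SD replicate 2, 0 without either 1 SD array, 13 and 12 without the 4 SD arrays, and 101 and 104 without the 6 SD arrays, and the 5 falls became 0 without 0 SD replicate 1 or either 1 SD array and 17 and 18 without the 6 SD arrays.

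At 6 SD, 1060 probe sets outside Table S1 had changed, 567 higher and 493 lower. The narrower intensity range of 6 SD replicate 2 is argued against as the whole cause, since 990 of the 1060 (93.4%) were still past the test after quantile normalization, 563 of the rises and 427 of the falls. More leaf tissue in the 6 SD samples cannot be told apart from other sources, since the median of 19 probe sets of green leaf genes (log2 change 0.09) lay at percentile 98.7 of 10000 random lists of matched level, but 10 members were positive and 9 negative with a standard deviation of 0.53. The most abundant, of CAB3, were not higher (−0.15, −0.07 and −0.16 from 14.03, 13.77 and 13.52 at 0 SD), and 17 of the 19 lay above the median level at 0 SD, so that a small share of leaf would be hard to see, while the paper states that leaf primordia were left out at dissection. Over all probe sets, the 747 rises at 6 SD became 168 and 427 without 0 SD replicate 1 and replicate 2, and 481 and 479 without 1 SD replicate 1 and replicate 2, and the 568 falls became 48 and 136 without these 0 SD arrays, 228 and 228 without these 1 SD arrays, 275 and 273 without 4 SD replicate 1 and replicate 2, and 2802 and 279 without 6 SD replicate 1 and replicate 2.

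The change from 0 SD differed between 4 and 6 SD for 100 probe sets and between 2 and 4 SD for 2, by limma contrasts of the time points themselves. The 2, looked up after their values were seen, were the shikimate dehydrogenase of cluster 3 (log2 change −1.97, adjusted p = 0.0272) and the MADS-box transcript AT1G26310 of cluster 4 (2.23, adjusted p = 0.0272). The call of the dehydrogenase ended without any array of 0, 1, 2 or 4 SD, that of AT1G26310 without any array of 0, 1 or 2 SD or without 4 SD replicate 2, and both with an intensity trend and robust prior. Outside Table S1, 18 probe sets had changed at 2 SD and 3 at 4 SD (SACPD-C, IFS2 and an unannotated transcript, looked up after their values were seen). Over the time course, 612 outside Table S1 passed the profile test. Over all probe sets, the 22 rises at 2 SD became 0 without 0 SD replicate 1 or 2 SD replicate 1, 3 without 2 SD replicate 2, 4 without either 1 SD array, 11 without either 4 SD array and 71 and 72 without the 6 SD arrays, and the 875 past the profile test became 424 without 0 SD replicate 1 or 2 SD replicate 1, 371 and 526 without 1 SD replicate 1 and replicate 2, and 2520 and 535 without 6 SD replicate 1 and replicate 2. The 84 rises and 16 falls from 4 to 6 SD became 42 and 5 without either 0 SD array, 15 and 0 without either 1 SD array, 21 and 2 without either 2 SD array, 2 and 0 without 4 SD replicate 1, 56 and 2 without 4 SD replicate 2, 617 and 1490 without 6 SD replicate 1, and 0 and 0 without 6 SD replicate 2.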

How the results depend on the processing

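The settings of the last paragraph were chosen after the data had been seen. Where a setting is not listed for a count or value of this paragraph, a count stayed within 1.5 times the reported one and a value within the replicate spread. A like count need not hold the same probe sets. With no filter, 1727 probe sets passed at 6 SD, and these held 1128 of the 1315 reported calls. At 2 SD 14 passed, and these held 12 of the 28. Fits that leave out 1 array also differed from the reported fit in which probe sets passed. In the fits that leave out 1 array, the lone array of its time point is assumed to vary like the others. The filters planned on the level of pathogen probe sets were not run, since the table holds no such probe sets. Reported values: rises at 1 SD 29, falls at 1 SD 5, rises at 2 SD 22, falls at 2 SD 6, rises at 4 SD 8, falls at 4 SD 6, rises at 6 SD 747, falls at 6 SD 568, rises from 4 to 6 SD 84, falls from 4 to 6 SD 16, Table S1 rises at 6 SD 180, Table S1 falls at 6 SD 75, Table S2 rises at 6 SD 45, Table 2 kinase rises at 6 SD 11, profile test 875, profile test within Table S1 263, lists ranked higher at 1 SD 8, lists ranked lower at 1 SD 1, lists ranked higher at 2 SD 8, lists ranked lower at 2 SD 2, lists ranked higher at 4 SD 8, lists ranked lower at 4 SD 1, lists ranked higher at 6 SD 11, lists ranked lower at 6 SD 1, mean of cluster 1 −1.108, mean of cluster 2 0.979, mean of cluster 3 1.559, mean of cluster 4 5.234, mean of cluster 5 2.233, mean of cluster 6 1.128, mean of cluster 7 3.674, mean of cluster 8 2.267, mean of cluster 9 −1.924, mean of cluster 10 −3.391, adjusted Rand index 0.55.

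Leaving out each array in turn gave, lowest to highest: rises at 1 SD 0 to 104, falls at 1 SD 0 to 18, rises at 2 SD 0 to 72, falls at 2 SD 0 to 26, rises at 4 SD 3 to 23, falls at 4 SD 1 to 14, rises at 6 SD 168 to 999, falls at 6 SD 48 to 2802, rises from 4 to 6 SD 0 to 617, falls from 4 to 6 SD 0 to 1490, Table S1 rises at 6 SD 89 to 178, Table S1 falls at 6 SD 27 to 75, Table S2 rises at 6 SD 17 to 45, Table 2 kinase rises at 6 SD 2 to 11, profile test 371 to 2520, profile test within Table S1 155 to 262, lists ranked higher at 1 SD 6 to 9, lists ranked lower at 1 SD 1 to 2, lists ranked higher at 2 SD 4 to 8, lists ranked lower at 2 SD 1 to 2, lists ranked higher at 4 SD 5 to 8, lists ranked lower at 4 SD 0 to 1, lists ranked higher at 6 SD 8 to 11, lists ranked lower at 6 SD 1 to 1, mean of cluster 1 −1.14 to −1.075, mean of cluster 2 0.946 to 1.011, mean of cluster 3 1.463 to 1.654, mean of cluster 4 5.165 to 5.302, mean of cluster 5 2.209 to 2.257, mean of cluster 6 1.11 to 1.146, mean of cluster 7 3.338 to 4.01, mean of cluster 8 2.219 to 2.316, mean of cluster 9 −1.972 to −1.875, mean of cluster 10 −3.504 to −3.278, adjusted Rand index 0.495 to 0.736. Of 448 log2 changes of named probe sets, of which 142 passed the test, those that lost or gained a call or moved beyond the replicate spread were 7 lost, 0 gained and 0 moved with no filter, 2 lost, 1 gained and 3 moved after quantile normalization, 1 lost, 2 gained and 4 moved with a common median, 6 lost, 4 gained and 0 moved with an intensity trend and robust prior, 2 lost, 3 gained and 0 moved with a replicate block, 75 lost, 0 gained and 23 moved without 0 SD replicate 1, 45 lost, 0 gained and 17 moved without 0 SD replicate 2, 36 lost, 0 gained and 9 moved without 1 SD replicate 1, 36 lost, 0 gained and 10 moved without 1 SD replicate 2, 21 lost, 0 gained and 7 moved without 2 SD replicate 1, 17 lost, 0 gained and 9 moved without 2 SD replicate 2, 15 lost, 5 gained and 3 moved without 4 SD replicate 1, 16 lost, 3 gained and 8 moved without 4 SD replicate 2, 1 lost, 15 gained and 0 moved without 6 SD replicate 1, 23 lost, 12 gained and 0 moved without 6 SD replicate 2. The changes counted here as moved were changes of sign in log2 changes that passed in neither fit. The replicate spread was not applied to them, so some were small, such as SEP3 at 1 SD after quantile normalization (0.01 to −0.01). None of the 142 that passed the test changed sign in a setting in which it was tested. Not all of them were tested without an array of 0 or 6 SD or without 2 SD replicate 2.

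Intensity trend and robust prior: rises at 1 SD 49, falls from 4 to 6 SD 9. No filter on dim probe sets: rises at 2 SD 10, rises from 4 to 6 SD 179, lists ranked lower at 1 SD 2, lists ranked higher at 4 SD 4. Replicate block: rises at 2 SD 13, rises from 4 to 6 SD 211, falls from 4 to 6 SD 61. Each array at the same median: rises from 4 to 6 SD 155, mean of cluster 1 −1.049, mean of cluster 5 2.291, mean of cluster 6 1.186, mean of cluster 9 −1.865. Time point as a factor: profile test 366. Plain regression F, cubic: profile test 134, profile test within Table S1 97. Plain regression F, quadratic or cubic: profile test 363. Plain regression F with backward selection and R squared: profile test 363. Estimated correlation: lists ranked higher at 1 SD 0, lists ranked lower at 1 SD 0, lists ranked higher at 2 SD 0, lists ranked lower at 2 SD 0, lists ranked higher at 4 SD 0, lists ranked lower at 4 SD 0, lists ranked higher at 6 SD 0, lists ranked lower at 6 SD 0. Quantile normalization again: mean of cluster 5 2.268, mean of cluster 6 1.175, mean of cluster 9 −1.956, adjusted Rand index 0.604. Profiles scaled to unit length: adjusted Rand index 0.228. Z-scores of time-point means: adjusted Rand index 0.234. Log2 change from 0 SD: adjusted Rand index 0.405.

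Limma array weights: rises at 1 SD 184, falls at 1 SD 34, rises at 2 SD 10, falls at 2 SD 3, falls at 4 SD 10, rises at 6 SD 232, falls at 6 SD 90, rises from 4 to 6 SD 10, falls from 4 to 6 SD 2, Table S1 rises at 6 SD 108, Table S1 falls at 6 SD 41, Table S2 rises at 6 SD 22, Table 2 kinase rises at 6 SD 3, profile test 370, profile test within Table S1 161. The array weights were equal within each time point, 0.42 for both 6 SD arrays and 2.11 for both 1 SD arrays. They therefore did not treat 6 SD replicate 2 apart from replicate 1. Filter at the 25th percentile: rises at 2 SD 10, rises from 4 to 6 SD 177. 1 SD as the reference: rises at 2 SD 0, falls at 2 SD 0, rises at 4 SD 3, falls at 4 SD 1, rises at 6 SD 344, falls at 6 SD 151, lists ranked higher at 2 SD 0, lists ranked higher at 4 SD 1, lists ranked higher at 6 SD 5, lists ranked lower at 6 SD 0. 100 starts with seed 3: adjusted Rand index 0.606. With 100 starts from seed 2 the adjusted Rand index was 0.559, and with 10000 starts 0.55.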

Differences from the paper's values

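The paper gives 331 transcripts with a changed expression profile, whereas 875 changed by the moderated F test at the same adjusted threshold of 0.05, with another filter and another test than the paper's. Of the alternatives set before the data were examined, the value came within 1.5 times the paper's with time point as a factor (366), with an ordinary regression F test on the quadratic or cubic model without (363) or with (363) backward selection and a minimum R squared of 0.7, and without 0 SD replicate 1 (424), 1 SD replicate 1 (371) or 2 SD replicate 1 (424). It did not with no filter (1250), another quantile normalization (977), a common median (968), an intensity trend and robust prior (958), a replicate block (1021), a quadratic polynomial (758), the order of the time points (868) or the ordinary F test on the cubic model (134), nor without 0 SD replicate 2 (669), 1 SD replicate 2 (526), 2 SD replicate 2 (870), 4 SD replicate 1 (616) or 2 (586), or 6 SD replicate 1 (2520) or 2 (535).

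The paper states that FRUITFUL, AP1 and SEP3 were strongly induced after 4 SDs. It tested profiles over the whole time course rather than single time points. It also reports that the SEP3 transcript was detected by RT-PCR after 4 SDs. FRUITFUL and AP1 were higher at 4 SD, but for SEP3 the log2 change of 3.39 did not pass the test there (adjusted p = 0.252) and passed at 6 SD. The 2 arrays of SEP3 at 4 SD lay far apart. Without 4 SD replicate 1 its log2 change there was 4.74, from a fit that rests on the 1 array left and drops this spread. The call of AP1 at 4 SD ended without any array of 0, 1 or 2 SD.

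The paper places the induction of the transcripts of clusters 3 and 5 between 0 and 2 SDs. In cluster 3 both tested members had risen at 1 and 2 SD (both calls at 1 SD ended without 0 SD replicate 1 or either 1 SD array, and that of the IAA-amino acid hydrolase without any array of 2 or 4 SD), and the third, β-amylase, was too dim to be tested. With no filter on dim probe sets β-amylase did pass, at 1 SD (adjusted p = 0.0269) and 2 SD (adjusted p = 0.0318). In cluster 5, 1 of 22 tested members had risen at 1 SD and 2 at 2 SD, against 22 at 6 SD, although the mean log2 change over its 29 members was 0.57 at 1 SD and 0.67 at 2 SD. NCED1 had a log2 change of 1.39 at 1 SD that did not pass (adjusted p = 0.125), nor did it in any fit that left out 1 array.

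The paper states that hormone-related transcripts were induced before the known floral genes. The IAA-amino acid hydrolase had risen at 1 SD, before the MADS-box transcripts at 4 SD, although its call there ended without 0 SD replicate 1 or any array of 1, 2 or 4 SD. Both probe sets of GA2OX8, which is not in Table S1, had also risen at 1 SD, by 2.98 (adjusted p = 0.0231) and 1.87 (adjusted p = 0.0307), and both calls ended without 0 SD replicate 1 or either 1 SD array, the second also without 0 SD replicate 2. Whether the times of change differ was not tested. Of 5 tested ABA-related members of Table S1, none had risen at 1 or 4 SD, and at 6 SD 4 had risen and 1 had fallen.

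The paper lists myo-inositol metabolism among the functions of the repressed set. Both probe sets annotated in Table S1 as inositol-3-phosphate synthase rose at 6 SD, by 1.21 (standard error 0.19, adjusted p = 0.0115) and 1.22 (standard error 0.22, adjusted p = 0.0176), and both lie in cluster 6, of rising profiles. Both calls ended without 0 SD replicate 1. None of the settings run had either fall past the test.

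The paper describes the actin control as similar in all data sets in its results, and in 6 hybridizations in its methods, whereas the data hold 10 arrays. Its probe set had a 1.74-fold range over the 10 arrays, with no time point past the test, and 59.9% of the tested soybean probe sets had a smaller range.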

Other observations

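The tests of lists drawn from gene symbols and the choice of genes within them were made after the annotation had been seen, and the gibberellin list was fixed before. NAC factors, a family with roles in stress responses and organ boundaries, ranked above the other probe sets at 1 SD (adjusted p = 5.11e-15, and adjusted p = 0.135 with an estimated correlation). All 14 tested probe sets had a positive log2 change at 1 SD and at 6 SD, 7 had risen at 6 SD (10 adjusted over the list alone), and the list ranked above the other probe sets at 6 SD (adjusted p = 9.31e-09, and adjusted p = 0.159 with an estimated correlation). At 1 SD 1 had risen singly (8 adjusted over the list alone), of NAC19, by 4.03 (standard error 0.53, adjusted p = 0.0381), and its call ended without any array of 0, 1, 2 or 4 SD. None had risen at 2 SD (4 adjusted over the list alone) or at 4 SD (0), where 12 were positive and 2 negative with a median of 0.82, and the list ranked higher at both (adjusted p = 6.03e-09 and 4.91e-06, and adjusted p = 0.159 and 0.181 with an estimated correlation). NAC27 rose by 3.77 at 6 SD (standard error 0.52, adjusted p = 0.00729) and its call ended without 0 SD replicate 1. Of 42 MYB probe sets, 10 had risen and 1 had fallen at 6 SD (15 and 3 adjusted over the list alone, list adjusted p = 7.76e-10, and adjusted p = 0.12 with an estimated correlation), with 1 probe set of MYB57 higher by 2.53 (standard error 0.30, adjusted p = 0.00463). Of 24 probe sets of aquaporins, channels for water, 7 had risen (8 adjusted over the list alone, list adjusted p = 7.32e-06, and adjusted p = 0.159 with an estimated correlation), with PIP2-8 higher by 2.20 (standard error 0.17, adjusted p = 0.0012). Some aquaporins have more than 1 probe set, among the risen ones PIP1-7 and PIP1-10. Of 13 probe sets of flowering and clock genes, 3 had risen and 1 had fallen (6 and 1 adjusted over the list alone, list adjusted p = 0.000185, and adjusted p = 0.159 with an estimated correlation). LHY and FVE each have more than 1 probe set among the 13. COL2A, of the CONSTANS-like family, rose by 1.87 (adjusted p = 0.00815) and CRY2B, a blue light receptor, fell by 1.00 (adjusted p = 0.00721).

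SACPD-C, a desaturase of fatty acid synthesis that the paper does not report, fell by 2.76 at 1 SD (adjusted p = 0.0163), 2.62 at 2 SD (adjusted p = 0.0247), 3.27 at 4 SD (adjusted p = 0.00498) and 4.32 at 6 SD (standard error 0.27, adjusted p = 0.000466), and its calls at 1 and 2 SD ended without 1 SD replicate 1 or without 1 SD replicate 2, that at 2 SD also without 2 SD replicate 1. Without either 0 SD array it was too dim to be tested. NOD33 rose by 4.34 at 1 SD (standard error 0.54, adjusted p = 0.0321), 4.09 at 2 SD (adjusted p = 0.0436) and 3.93 at 6 SD (adjusted p = 0.00721), and its change of 2.61 at 4 SD did not pass (adjusted p = 0.266). Its calls at 1 and 2 SD ended without 0 SD replicate 1 or any array of 1, 2 or 4 SD, and that at 2 SD also with no filter (adjusted p = 0.0556), after quantile normalization (adjusted p = 0.0581), with an intensity trend and robust prior (adjusted p = 0.0547) and with a replicate block (adjusted p = 0.0683). IFS2, an isoflavone synthase, rose by 1.23 at 4 SD (adjusted p = 0.0292), a call that ended without any array of 0, 1, 2 or 4 SD and with an intensity trend and robust prior (adjusted p = 0.0534), and by 2.41 at 6 SD (adjusted p = 0.000321), whereas IFS1 fell by 3.93 (standard error 0.42, adjusted p = 0.00321).

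The 11 probe sets of the gibberellin list, all with symbols of the GASA family, ranked above the others at 6 SD (adjusted p = 0.00533, and adjusted p = 0.365 with an estimated correlation), with 9 positive, 1 risen and none fallen by limma, also adjusted over the list alone. The list does not hold GASA5, which had fallen at 6 SD, or either probe set of GA2OX8, both of which had risen. The list's adjusted p was 0.0565 without 0 SD replicate 2, 0.262 without 6 SD replicate 2 and 0.078 with no filter on dim probe sets. At 1, 2 and 4 SD the adjusted p was 0.296, 0.175 and 0.739. GASA3 rose by 1.60 at 6 SD (standard error 0.27, adjusted p = 0.0139), and its call ended without 0 SD replicate 1 or 6 SD replicate 2.

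At 6 SD the other 12 lists drawn from gene symbols gave, in order of tested members risen and fallen, list adjusted p and adjusted p with an estimated correlation: green leaf 1 and 1 of 19 (0.313, 0.663), WRKY 2 and 0 of 36 (0.0178, 0.469), bZIP 4 and 4 of 54 (0.00137, 0.353), glutathione transferase 1 and 2 of 22 (0.673, 0.683), flavonoid 2 and 6 of 38 (0.981, 0.992), oxylipin 4 and 0 of 27 (4.99e-08, 0.159), seed maturation 1 and 0 of 10 (0.405, 0.577), inositol phosphate 3 and 0 of 10 (0.0135, 0.236), ethylene 1 and 0 of 8 (0.406, 0.577), auxin 1 and 1 of 11 (0.00234, 0.243), defence 0 and 0 of 12 (0.715, 0.897), proline-rich and expansin 1 and 0 of 16 (0.00415, 0.353).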
